# *Srr2*-dependent SOX2 levels govern the chromatin and transcriptional landscape of adult neural stem cell fate decisions in mouse

**DOI:** 10.1186/s13059-026-04126-7

**Published:** 2026-06-25

**Authors:** Sara Cruces-Salguero, Antonio Jordán-Pla, Ana Domingo-Muelas, Jose Manuel Morante-Redolat, Karine Rizzoti, Ander Matheu, Isabel Fariñas, Robin Lovell-Badge, Veronica Moncho-Amor

## Abstract

**Background:**

Stem cell maintenance and lineage commitment in the nervous system require precise regulation of transcription factors, with SOX2 serving as a pivotal regulator. SOX2 expression is controlled by multiple enhancers, including the *Sox2* regulatory region 2 (*Srr2*). However, the specific role of *Srr2* in adult neurogenesis and chromatin regulation during neural lineage commitment remains incompletely understood.

**Results:**

To dissect the function of *Srr2*, we generate a CRISPR-Cas9 mouse model harboring a targeted deletion of this enhancer. *Srr2* deletion reduce SOX2 levels in proliferating, but not differentiating, neurosphere cultures, while impairing both neuronal and oligodendroglial differentiation. Paired bulk RNA-seq and ATAC-seq during proliferation and early differentiation reveal that loss of *Srr2* induces widespread chromatin compaction during proliferation, which partially converges toward wild-type states upon early differentiation. Multi-omic integration identifies a subset of neurogenic genes exhibiting persistent promoter closure and impaired transcriptional induction in proliferating mutant cells, despite being normally translated during neural differentiation. In vivo, subependymal zone cells of *Srr2*^*del/del*^ mice exhibit lower SOX2 and FOXG1 expression, fewer ASCL1/OLIG2 progenitors, and reduced neuronal and oligodendroglial marker expression.

**Conclusions:**

These findings establish *Srr2* as a critical enhancer of *Sox2* required to maintain a chromatin environment permissive for neural differentiation during stem cell proliferation. Our study underscores the essential role of non-coding regulatory elements in coordinating chromatin accessibility, transcriptional programs, and stem cell fate decisions during adult neurogenesis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-026-04126-7.

## Background

Stem cells (SCs) and their differentiating progeny are hierarchically organized to produce appropriate required cell types during embryonic development and, to a lesser extent, during adult tissue maintenance. In the postnatal mammalian brain, neural stem cells (NSCs) reside in three key neurogenic niches: the subependymal zone (SEZ) in the walls of the lateral ventricles, the subgranular zone (SGZ) of the hippocampal dentate gyrus [1] and the median eminence of the hypothalamus, although the NSCs in the latter tend to only give glial cell types post-puberty [2]. In the SEZ, in particular, NSC divisions give rise to neural progenitor cells (NPCs), which divide a few times before they become early, proliferative, neuroblasts (ENBs). These ENBs migrate anteriorly, subsequently exit the cell cycle as late neuroblasts (LNBs), and ultimately integrate into olfactory bulb circuits as mature inhibitory interneurons [3]. Neurogenesis depends on signals from the microenvironment that activate intrinsic regulators, including transcription factors (TFs) and chromatin remodelers. One remarkable characteristic of subependymal NSCs is their expression of proneural TFs, suggesting that they are already predisposed or primed toward neurogenesis. Adult subependymal NSCs, therefore, exhibit lineage priming with levels of pro-neurogenic fate determinants that are higher than in their embryonic counterparts [4]. This poses the reasonable question of how the balance between stemness and neural fate is molecularly regulated in these NSCs.

SOX2, a member of the *SoxB1* subgroup of TFs, together with SOX1 and SOX3, plays a central role in the regulation of the pluripotency of embryonic/epiblast stem cells (ESCs) [5, 6] and is also essential for a wide variety of processes during embryogenesis [5]. In adulthood, SOX2 exerts functions related to tissue homeostasis and regeneration since it is required for the maintenance of differentiation and self-renewal potential of different somatic SCs [7–9]. SOX2 plays a crucial role in neural development, with a particularly high expression in progenitor cells that decreases as they begin to differentiate [10, 11]. Additionally, SOX2 promotes neuronal differentiation of pluripotent SCs and serves as a key factor in reprogramming astrocytes into neurons [12, 13]. In adults, SOX2 is essential for the self-renewal of NSCs with its expression downregulated during differentiation [14–16]. Moreover, SOX2 is required for oligodendrogenesis and subsequent myelination in the adult brain [17]. SOX2 is, therefore, required for undifferentiated states and for the neural identity, raising questions about its cell-context actions [12, 15].

During differentiation, chromatin undergoes epigenetic remodeling, transitioning from an open, permissive state in SCs to a more compact structure in differentiated cells. For instance, ESCs display more open and active chromatin domains than differentiated cells [18–21], implying a more dynamic chromatin state [22]. Most TFs bind preferentially to open chromatin [22], but pioneer factors like SOX2 can access closed chromatin and initiate its opening process [23]. This activity is intimately tied to SOX2 ability to specifically bind and bend DNA alone or with other proteins such as PAX6, NANOG, OCT4, and BRN2 [24]. SOX2 binds to both pluripotency genes and neural fate genes in a dosage-dependent manner [25], allowing neural induction when pluripotency signals are lost through its chromatin-opening action in specific neural genes [26].

The transcriptional regulation of SOX2 is complex. The expression of *Sox2* in ESCs and in fetal NPCs is mainly regulated by a group of intragenic regulatory regions: *Srr1*, *Srr2* and *Srr18*, *Srr107,* and *Srr111* [27–29]*. Sox2* regulatory region 2 (*Srr2*), in particular, is an enhancer located 4 kb downstream of the transcription start site and the main regulator of *Sox2* expression in SCs [30]. *Srr2* contains a SOX2-binding motif that is bound by OCT3/4-SOX2 or OCT6/SOX2 heterodimers in ESCs [27]. Furthermore, it has been shown to enhance *Sox2* expression in ESCs, the fetal telencephalon [27], and some adult tissues [29]. In glioblastoma, *Srr2* deletion suppresses *Sox2* expression and reduces its oncogenic activity [31]. We have previously shown that cell cycle exit and differentiation of adult subependymal NSCs/NPCs involve repression of *Sox2* expression by cyclin-dependent kinase inhibitor p27 and co-repressors, both at its promoter and *Srr2* enhancer, but the specific role of *Srr2* in adult NSC/NPC differentiation remains elusive [15].

In this study, we used a mouse model with a targeted *Srr2* deletion [32], along with a well-established in vitro system of adult NSC/NPC differentiation [15, 33], to dissect the role of *Srr2* in *Sox2* regulation, and its impact on adult NSC properties. We combined transcriptomic, chromatin accessibility, and DNA–protein interaction analyses to explore how *Srr2* influences SOX2-driven gene expression programs. Altogether, our findings reveal that *Srr2* is essential for precise modulation of SOX2 levels and, in turn, for orchestrating chromatin dynamics during cell fate transitions. Specifically, the levels of SOX2 are important to maintain an open chromatin state required for proper differentiation into oligodendroglial and neuronal lineages.

## Results

### The Srr2 enhancer controls Sox2 expression in adult NSCs and ensures proper lineage progression

In adult neurogenic niches, SOX2 labels a heterogeneous population that includes both NSCs and NPCs, and its expression becomes sharply reduced in committed NBs that exit the cell cycle [12, 15, 16, 29, 34–36]. Interestingly, SOX2 effects are dosage and cell context-dependent [12, 37, 38], but the regulation of *Sox2* levels at the transcriptional level has not been completely deciphered. To assess whether *Srr2* modulates *Sox2* expression in adult neurogenic niches, we used a mouse line carrying a CRISPR-Cas9-mediated deletion of the *Srr2* enhancer [32] and we derived cultures from the SEZ of 2-month-old wild-type (WT) and *Srr2*^*del/del*^ mice [33]. Under non-adhesive conditions in the presence of mitogens bFGF and EGF, proliferative NSCs isolated from the SEZ grow as floating neurospheres that can be propagated for a number of passages [33]. Under these proliferative conditions, *Srr2*^*del/del*^ neural stem/progenitor cells could be maintained over time and efficiently propagated as neurosphere cultures despite showing lower levels of *Sox2* (Additional file 1: Fig. S1A-D).

Neurosphere cells can be induced to differentiate by stepwise changes in culture conditions [33]. We next addressed whether the transition from proliferation to cell cycle arrest or the differentiation process were impaired after *Srr2* deletion. Neurosphere cells of both genotypes were dissociated and single cells were seeded onto Matrigel with bFGF for 2 days in vitro (2 DIV; PROLIF); then the medium was changed to mitogen-free medium to allow the cells to stop dividing and start differentiation (DIFF) and cultures were analyzed after 1 or 5 days of differentiation (2 + 1 DIV and 2 + 5 DIV, respectively; Fig. 1A). At 2 DIV, *Srr2*-deficient proliferating NSC/NPCs exhibited significantly reduced *Sox2* mRNA and protein levels (Fig. 1B, C), resulting in a lower proportion of SOX2^high^ cells in the cultures (Fig. 1D, E). By 2 + 1 DIV at DIFF, however, SOX2 levels were comparable between genotypes (Fig. 1E). This is consistent with our previous observation that *Srr2* is repressed by p27 at the onset of differentiation and, therefore, *Srr2* deletion at this time does not influence *Sox2* expression. These findings indicate that *Srr2* is essential for maintaining *Sox2* expression during the proliferative phase of NSCs/NPCs.

**Fig. 1:**
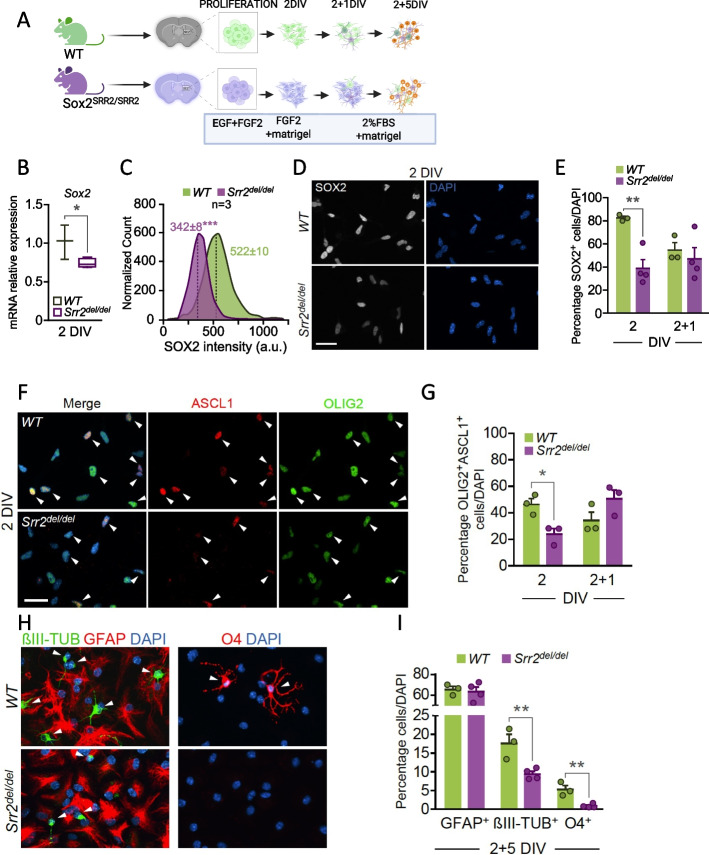
*Srr2* enhancer regulates *Sox2* expression and lineage progression in adult NSCs in vitro. **A** Schematic drawing of the NSC differentiation protocol, DIV indicates days in vitro. **B** *Sox2* expression by RT-qPCR at 2 DIV in 2-mo-old *Srr2*^*del/del*^ and WT. **C** SOX2 expression by IF at 2 DIV in 2-mo-old *Srr2*^*del/del*^ and WT. Cells were classified as SOX2^high^ using a threshold of 400 arbitrary units (a.u.) **D** Representative immunocytochemistry images for SOX2 at 2 DIV cultures from 2-mo-old *Srr2*^*del/del*^ and WT SEZ. **E** Percentage of SOX2^high^ cells at 2 and 2 + 1 DIV cultures from 2-mo-old *Srr2*^*del/del*^ and WT SEZ. **F** Representative immunocytochemistry images for OLIG2 + ASCL1 + cells at 2 DIV cultures from 2-mo-old *Srr2*^*del/del*^ and WT SEZ. **G** Percentage of OLIG2 + ASCL1 + cells at 2 and 2 + 1 DIV cultures from 2-mo-old *Srr2*^*del/del*^ and WT SEZ. **H** Representative immunocytochemistry images for GFAP +, βIII-TUB +, O4 + cells at 2 + 5 DIV cultures from 2-mo-old Srr2del/del and WT SEZ. **I** Percentage of GFAP +, βIII-TUB +, O4 + cells at 2 + 5 DIV cultures from 2-mo-old *Srr2*^*del/del*^ and WT SEZ. Data are presented as mean ± SEM from three independent cultures per genotype (*n* = 3 WT and n = 3 *Srr2*.^*del/del*^ cultures)

We previously reported that SOX2 plays a critical role in positively regulating the expression of TFs ASCL1 and OLIG2 during NSC/NPCs differentiation [15]. In line with this, *Srr2*-deficient cultures expressing reduced levels of SOX2 also showed decreased proportions of NPCs expressing these TFs during their proliferative phase, but not at 2 + 1 DIV during early DIFF (Fig. 1F, G). This premature reduction in OLIG2 and ASCL1 levels in an actively expanding NPC population subsequently resulted in a significant decline in oligodendrocyte and neuron numbers in fully differentiated cultures at 2 + 5 DIV (Fig. 1H, I). These findings are consistent with earlier reports that neurons derived from *Sox2* hypomorphic NSCs fail to mature unless *Sox2* is restored early in culture [37]. To rule out a potential effect of *Sox2* reduction on NPC cell cycling, we assessed proliferation by both Ki67 immunostaining and EdU incorporation. This analysis revealed a strong reduction in proliferative activity at the onset of differentiation in both WT and *Srr2*^*del/del*^ cultures, with minimal EdU incorporation in either genotype, indicating cell-cycle exit upon differentiation (Additional file 1: Fig. S1E). In addition, DAPI quantification revealed no significant differences in total cell numbers between genotypes at this stage, arguing against increased cell loss (Additional file 1: Fig. S1F). Given that equal numbers of cells were plated at the onset of differentiation, and together with the comparable cell-cycle exit observed by Ki67 and EdU analyses, these data support the conclusion that *Srr2*-dependent SOX2 levels primarily impact lineage differentiation rather than cell proliferation or cell survival.

### Srr2 regulates chromatin accessibility and gene expression programs essential for early neural lineage progression

To investigate the effects of the *Srr2* enhancer deletion on gene expression programs during NSC proliferation and early lineage commitment, we performed both paired bulk RNA sequencing (RNA-seq) and chromatin accessibility analysis (ATAC-seq) on subependymal cultures during PROLIF and 2 + 1 DIV (DIFF) conditions. 

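RNA-seq data of 6 *Srr2* del/del cultures were analysed here, 3 at 2 DIV (PROLIF) and 3 at 2 + 1 DIV (DIFF), numbered replicates 1, 2 and 4 at both stages. Cells were subependymal neural stem and progenitor cells, grown as neurospheres and plated on Matrigel, a protein matrix on which they attach. PROLIF cells were kept for 2 days with bFGF, and DIFF cells were taken 1 day after the mitogen was withdrawn. The series design text gives 3 DIV for the proliferating cells, whereas the sample labels and the paper give 2 DIV, which is used here. Wild-type libraries, which the paper lists under a separate data set, were not analysed here, so the genotype comparison was not refitted. The authors aligned reads with STAR and deposited RSEM expected counts per gene, that is, estimated counts that need not be whole numbers, with the strand parameter set for unstranded reads. The table lists 48795 genes, and 27216 had a count in at least 1 culture. Expected counts summed to 25316092, 17875563 and 20343011 in PROLIF replicates 1, 2 and 4, and to 15504222, 22630148 and 19213710 in the DIFF replicates. The paper's Methods give about 25 M sequenced reads per sample for ATAC-seq and the same conditions for RNA-seq, and the values here use the expected counts on genes. A level of 3 counts corresponded to between 0.119 and 0.193 CPM (counts scaled to the size of the library), depending on the library, and this floor covers counting error only. Counts were rounded to whole numbers and scaled with edgeR's TMM method, and levels are given as CPM on those library sizes. The first principal component held 84.8% of the variance and separated the stages, and the second held 6.0%. In edgeR's quasi-likelihood test without a replicate block, 9545 of the 15332 genes tested differed between DIFF and PROLIF at a Benjamini-Hochberg adjusted p-value under 0.05, 4698 higher and 4847 lower at DIFF. Deviations from the stage means correlated across genes by 0.243 on average between cultures with the same number and by -0.12 between cultures with different numbers. Each gene's deviations sum to 0 within a stage, so the second value follows largely from the first and is no separate evidence. With the replicate number as a block, 9705 genes passed, of which 9226 were also called without it. Requiring a log2 fold change of at least 1 moved the count most, to 4838 genes.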

The latter corresponds to an early commitment window, when cells exit cycle and initiate proneural/oligodendroglial programs but before late differentiation markers and cell-type heterogeneity accumulate (Fig. 2A). 

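The *Srr2* del/del cultures at 2 DIV supplied 3 of the 5 libraries behind this comparison, and the paper gives 2 wild-type cultures for the rest. The paper's Table S1 holds 71 up calls and 44 down calls. In the 3 mutant libraries the 71 up-called genes had a median level of 108 CPM, and all 71 reached at least 1 CPM in every culture. The 44 down-called genes had a median of 11.0 CPM, and 40 of them reached 1 CPM in every culture. Mutant means implied by the paper's base means and fold changes were set against the measured means as a check of the sample labels. The SD of the log2 ratio over 1998 genes was 0.243 for the PROLIF libraries and 1.35 for the DIFF libraries. With the sign of the paper's fold changes reversed, the SD for the PROLIF libraries was 0.470. By the GENCODE annotation of GRCm38, 49 of the 71 up-called genes (69.0%) lay on chromosome 1, as did 6.75% of the 15249 tested genes on the autosomes and X (Fisher's exact test, two-sided, p = 4.3e-41). None of the 44 down-called genes lay there.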

At the PROLIF stage, we identified 115 differentially expressed genes (DEGs) between *Srr2*-deficient and WT samples (Fig. 2B), indicating an early transcriptional divergence driven by the absence of this enhancer. 

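*Sox2* (chromosome 3 of GRCm38, 34650405 to 34652461) measured 159.8, 137 and 154 CPM in *Srr2* del/del PROLIF replicates 1, 2 and 4, a mean of 150.1 ± 12.1 CPM (SD, n = 3). The paper's Table S1 lists *Sox2* with a log2 fold change of -0.40 and an adjusted p of 0.10, without a down call. The paper's text names apoptosis-related genes that its Table S1 calls up at 2 DIV. Of those named, *Trp53inp1* had the highest CPM in the 3 *Srr2* del/del PROLIF libraries, at 544 ± 105 CPM (SD, n = 3). *Fas* had the lowest CPM of them, at 13.9 ± 4.79 CPM (SD, n = 3). CPM is not scaled by gene length, so this order is not one of transcript number. *Mdm2* (chromosome 10, 117688875 to 117710758) measured 216, 109.5 and 162 CPM in replicates 1, 2 and 4. The paper's Table S1 gives it a log2 fold change of 0.64 against wild type (adjusted p = 0.013). *Pmaip1* stood at 24.4 ± 2.30 CPM, *Psrc1* at 125 ± 7.43 CPM, *Nek3* at 18.5 ± 3.79 CPM and *Ano3* at 44.7 ± 5.88 CPM (SD, n = 3 for each). *Ercc5* at 116 ± 9.42 CPM, *Slc19a2* at 76.4 ± 10.0 CPM and *Rev1* at 94.9 ± 3.71 CPM (SD, n = 3 for each) all lie on chromosome 1, which holds most of the up-called genes. Exons of *Rev1* overlap *Eif5b* and those of *Ano3* overlap *Muc15*, so unstranded reads there are uncertain. Among the down-called genes, *Arc* measured 4.41 ± 0.631 CPM, *Cdkn2a* 29.5 ± 4.71 CPM, *Celsr3* 2.39 ± 0.264 CPM, *Bex2* 79.3 ± 11.4 CPM and *Cebpa* 3.60 ± 0.591 CPM (SD, n = 3 for each). *Celsr3* and *Cebpa* share exonic sequence with other annotated genes. *Klf4* stood at 11.4 ± 3.83 CPM (SD, n = 3), and the paper's Table S1 lists it with a log2 fold change of -0.52 and an adjusted p of 0.17.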

Among them, 71 genes were upregulated in *Srr2*^*del/del*^ samples, including key apoptosis-related genes such as *Pmaip1, Trp53inp1, Mdm2*, *Fas*, *Psrc1, Ercc5, Nek3, Ano3, Slc19a2,* and *Rev1.* Conversely, 44 genes were downregulated, including neurogenesis-associated *Foxg1, Arc, Cdkn2a, Cel*sr3, and *Bex2,* and self-renewal-associated transcription factors *Cebpa, Foxg1, Klf4,* and *Sox2* itself [39–41] (Fig. 2C). Enrichment analysis using Gene Ontology (GO) revealed statistically significant changes in biological processes involved in apoptosis, neurofilament cytoskeleton, cell recognition, and adhesion molecules in *Srr2*^*del/del*^ cells (Fig. 2D and Additional file 2: Table S1-S2).

**Fig. 2:**
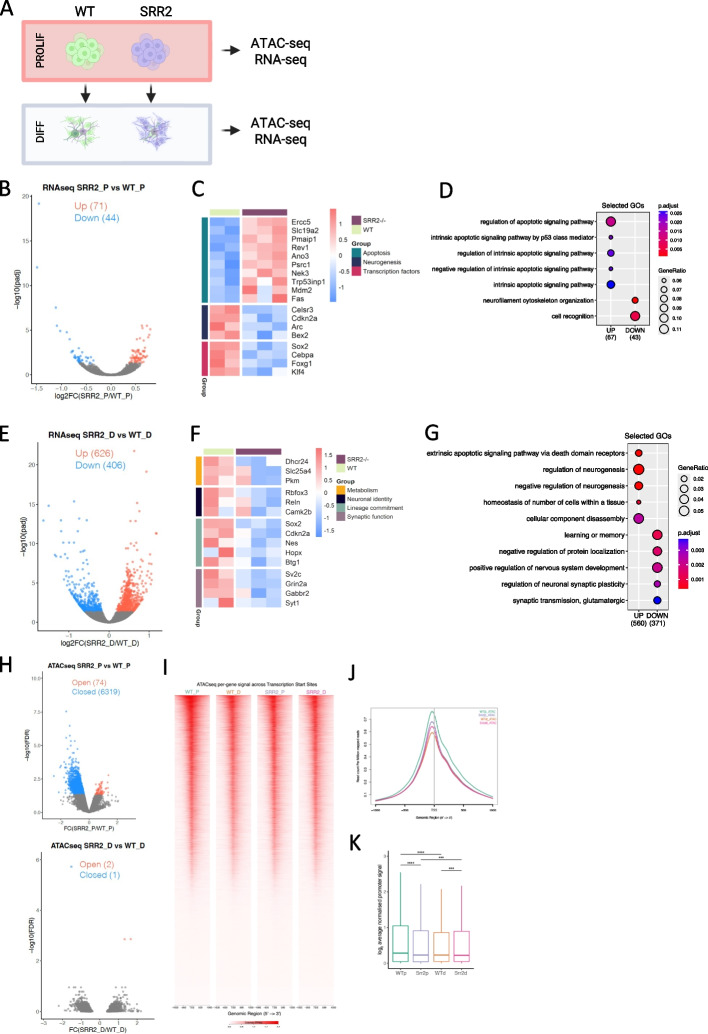
*Srr2* regulates chromatin accessibility and transcriptional programs essential for early neural lineage progression in vitro. **A** Schematic drawing of the omics data and experimental sampling points used in this study. **B** Volcano plot of the DEGs at 2 DIV in 2-mo-old *Srr2*^*del/del*^ and WT. Red dots represent up-regulated genes, and blue dots down-regulated genes. Threshold was established at adjusted *p*-value < 0.05. **C** Heatmap showing DEGs from enriched pathways at 2 DIV (2-mo-old *Srr2*^*del/del*^* vs* WT). Expression values are z-scored; blue represents lower and red higher expression across conditions. **D** Dot plot of enriched pathways for DEGs at 2 DIV in the *Srr2*^*del/del*^* vs* WT comparison. Pathway enrichment was performed in MetaCore. **E** Volcano plot of DEGs at 2 + 1 DIV from 2-mo-old *Srr2*^*del/del*^ and WT samples. Red dots indicate upregulated genes and blue dots indicate downregulated genes. The significance threshold was an adjusted p-value < 0.05. **F** Heatmap of DEGs within enriched pathways at 2 + 1 DIV in 2-mo-old *Srr2*^*del/del*^ and WT. Expression values are z-scored; blue represents lower and red higher expression across conditions. **G** Dot plot of pathways enriched among DEGs at 2 + 1 DIV in the *Srr2*^*del/del*^ vs WT comparison. Enrichment was performed using MetaCore. **H** Volcano plots of differentially accessible chromatin peaks at 2 DIV (top) and 2 + 1 DIV (bottom) in 2-mo-old *Srr2*^*del/del*^ vs WT. Each dot represents an ATAC-seq peak; significant peaks indicate increased or decreased accessibility between genotypes at the indicated time point. **I** Clustered heatmaps of ATAC-seq in 2 DIV (P) and 2 + 1 DIV (D) *Srr2*^*del/del*^ vs WT. **J** Average ATAC-seq signal profiles across all transcription start sites (± 1 kb). Notably, the accessibility profile of proliferating *Srr2*^*del/del*^ cells (2 DIV) closely resembles that of differentiating WT cells (2 + 1 DIV), whereas WT proliferating cells (WT_P) display a distinctly higher accessibility across promoter regions. **K** Boxplots represent the distribution of ATAC-seq signal intensity at promoter regions for each condition. Median accessibility values are indicated: WT_P = 0.349, WT_D = 0.250, *Srr2*_P = 0.283, *Srr2*_D = 0.255. P-value: paired two-tailed Student’s t test. Boxplots show median values and first to third interquartile ranges. RNA-seq analyses were performed using independent biological replicates (*n* = 2 WT and *n* = 3 *Srr2*^*del/del*^ cultures). ATAC-seq analyses were performed using three independent biological replicates per genotype (*n* = 3 WT and *n* = 3 *Srr2*.^*del/del*^ cultures)

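At 2 + 1 DIV the 3 *Srr2* del/del libraries gave a median level of 65.5 CPM for the 626 genes that the paper's Table S3 calls up and 23.4 CPM for the 406 that it calls down. At least 1 CPM in every DIFF culture was reached by 621 and 368 of them. The paper calls 53 genes up and 19 genes down at both stages. On chromosome 1 of GRCm38 lay 421 of the 626 up-called genes (67.2%) and 6 of the 406 down-called genes. Of the 1029 tested genes of that chromosome, 40.9% were called up, against 1.42% of tested genes on the other chromosomes. Without chromosome 1, 205 up calls remained in the paper's table at 2 + 1 DIV and 22 at 2 DIV. The same label check as at 2 DIV gave an SD of 0.226 for the DIFF libraries against Table S3 and 1.55 for the PROLIF libraries.

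**Figure D1:**
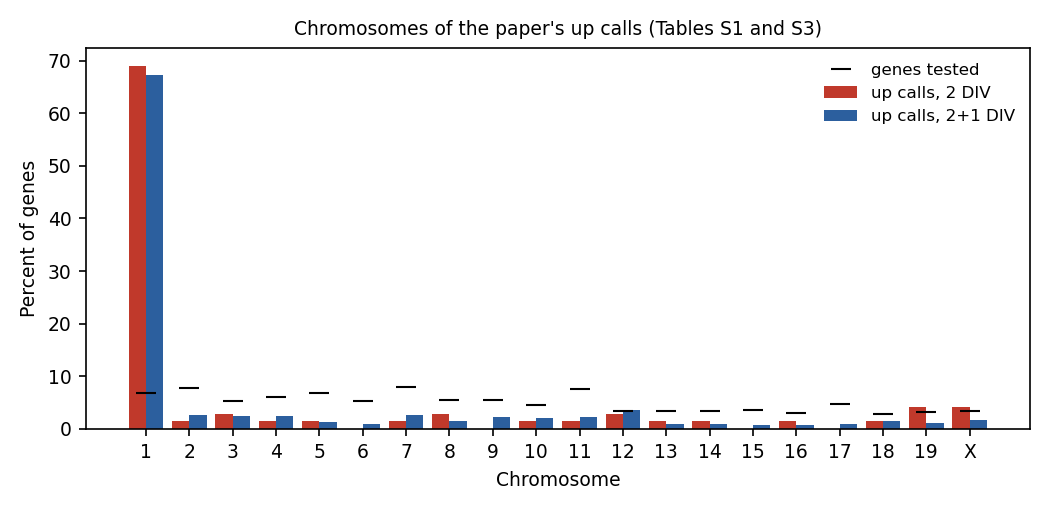
Percent of the paper's up-called genes on each chromosome (bars, red for 2 DIV and blue for 2 + 1 DIV) and percent of the tested genes there (black marks), by the GENCODE annotation of GRCm38. Chromosome 1 holds 67.2% of the up calls at 2 + 1 DIV and stands above the other chromosomes at both stages.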

At the onset of differentiation, RNA-seq analyses on 2 + 1 DIFF cultures led to the characterisation of 1,032 DEGs, with 626 up-regulated and 406 down-regulated in the *Srr2*^*del/del*^ compared to WT cells (Fig. 2E). Notably, several genes critical for SC maintenance and lineage commitment were downregulated, including *Sox2, Nes, Cdkn2a, Hopx,* and *Btg1*. 

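In the 3 *Srr2* del/del DIFF libraries *Sox2* measured 298, 307 and 291 CPM, a mean of 299 ± 8.26 CPM (SD, n = 3). This was higher than at PROLIF in each of the 3 cultures, with a log2 fold change of 0.99 (standard error 0.090, adjusted p = 7.5e-05 from edgeR's quasi-likelihood test), and of 1.00 with the replicate number as a block (adjusted p = 1.4e-04 from the same test). An exact permutation test gave p = 0.1 (two-sided), the smallest that 3 cultures against 3 allow. With each culture left out in turn the log2 fold change stayed between 0.91 and 1.03. *Sox2* lies within the longer gene *Sox2ot* on the same strand without sharing an exon, and *Sox2ot* had 0.599 times its mean CPM. Against wild type, the paper's Table S3 gives *Sox2* a log2 fold change of -0.23 (adjusted p = 0.0050). *Nes* measured 132 ± 11.8 CPM (SD, n = 3) after a log2 fold change of -3.65 from PROLIF (standard error 0.12, adjusted p = 3.7e-06, and 1.5e-06 with the block, edgeR), and the paper's log2 fold change against wild type is -0.52. *Cdkn2a* stood at 19.9 ± 5.47 CPM, *Hopx* at 3.84 ± 0.458 CPM and *Btg1* at 56.3 ± 3.42 CPM (SD, n = 3 for each), with the paper's log2 fold changes at -1.07, -0.59 and -0.26. *Hopx* overlaps *Hopxos* on the other strand, which unstranded counting does not part. From PROLIF, *Cdkn2a* was lower (log2 fold change -0.57), while *Hopx* (1.20) and *Btg1* (0.63) were higher, with adjusted p-values of 0.044, 0.010 and 0.042 in edgeR, and of 0.0085, 0.0051 and 0.011 with the block. Without the block those of *Cdkn2a* and *Btg1* rose above 0.05 in 4 and 5 of the 6 fits that each left out one culture.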

Genes associated with neuronal identity, such as *Rbfox3 (NeuN), Reln,* and *Camk2b*, also showed reduced expression. In addition, key metabolic genes relevant to neuronal function as *Slc25a4, Pkm,* and *Dhcr24* were downregulated, along with genes involved in synaptic function, including *Syt1, Grin2a, Sv2c, Reln,* and *Gabbr2* (Fig. 2F). 

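*Rbfox3* (chromosome 11, 118489762 to 118911597) measured 1.77, 1.52 and 1.25 CPM in the 3 *Srr2* del/del DIFF libraries, a mean of 1.51 ± 0.260 CPM (SD, n = 3). Its level at PROLIF was 2.87 ± 0.700 CPM (SD, n = 3), and the log2 fold change between the stages was -0.92 (standard error 0.28, adjusted p = 0.022 in edgeR, and 0.039 with the replicate number as a block), with an adjusted p above 0.05 in 3 of the 6 fits that each left out one culture. *Camk2b* fell from 388 ± 88.2 CPM (SD, n = 3) to 18.4 ± 6.08 CPM (SD, n = 3), a log2 fold change of -4.41 (standard error 0.28, adjusted p = 1.8e-05 from edgeR's quasi-likelihood test, and 3.5e-05 with the block). *Reln* rose from 16.3 ± 5.25 CPM (SD, n = 3) to 323 ± 86.9 CPM (SD, n = 3), a log2 fold change of 4.31 (standard error 0.29, adjusted p = 2.2e-05 from the same test, and 2.2e-04 with the block). Its exons overlap those of *Gm10475* on the other strand. Against wild type at this stage, the paper's Table S3 gives log2 fold changes of -0.67 for *Rbfox3*, -0.59 for *Reln* and -0.63 for *Camk2b*.

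**Figure D2:**
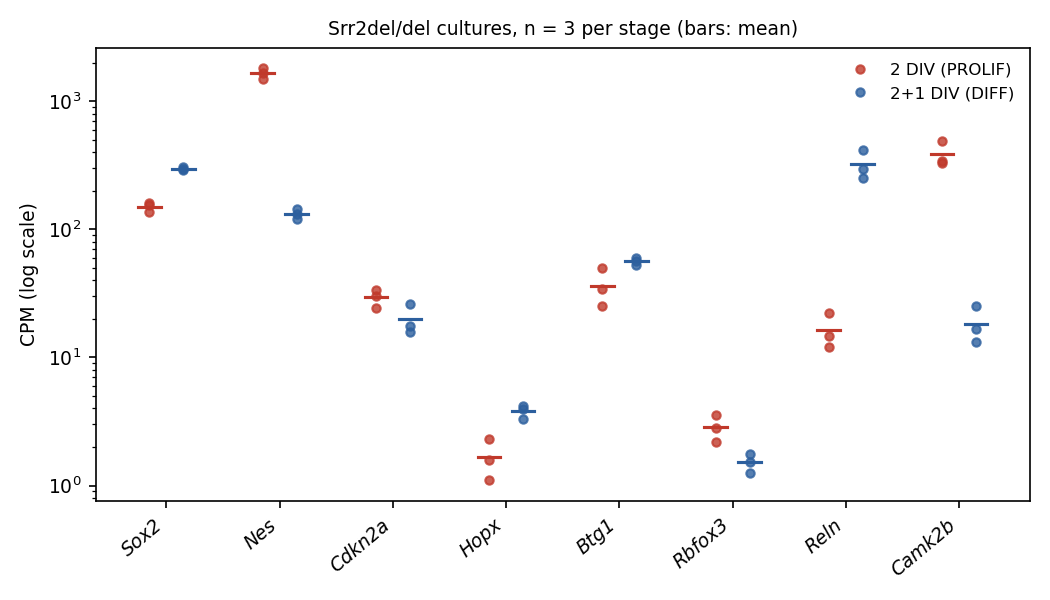
CPM (log axis) of 8 genes in the 3 cultures at 2 DIV (red) and at 2 + 1 DIV (blue); points are cultures and bars are means. *Reln* and *Camk2b* move in opposite directions between the stages.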

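*Slc25a4* measured 305 ± 27.3 CPM and *Pkm* 668 ± 65.5 CPM (SD, n = 3 for each) in the *Srr2* del/del DIFF libraries. Both were lower than in the PROLIF libraries, where they stood at 410.4 and 1627 CPM on average. The paper's log2 fold changes against wild type are -0.21 and -0.19. *Pkm* shares exonic sequence with another annotated gene. Of the synaptic genes, *Gabbr2* measured 49.1 ± 11.2 CPM (SD, n = 3), up from 2.97 ± 1.42 CPM (SD, n = 3), and *Sv2c* 14.8 ± 3.46 CPM (SD, n = 3), up from 6.73 ± 0.846 CPM (SD, n = 3). Their log2 fold changes between the stages were 4.01 and 1.13, with adjusted p-values of 5.7e-05 and 0.0021 in edgeR, and of 4.2e-06 and 0.0018 with the replicate number as a block. *Grin2a* was low, at 1.01 ± 0.328 CPM (SD, n = 3), and its log2 fold change between the stages was -1.06 (adjusted p = 0.071, edgeR) and -0.96 with the block (adjusted p = 0.045). It also passed the threshold without a filter on low counts and without PROLIF replicate 2. *Syt1* measured 4.75, 4.13 and 3.51 CPM at DIFF and 2.74, 1.56 and 38.2 CPM at PROLIF in replicates 1, 2 and 4, and its log2 fold change was -1.78 (adjusted p = 0.22, edgeR), -0.52 with the block (adjusted p = 0.78) and 0.90 without PROLIF replicate 4 (adjusted p = 0.044). The paper's Table S3 gives *Sv2c* a log2 fold change of -1.51 against wild type, *Grin2a* -1.35, *Gabbr2* -0.83 and *Syt1* -0.64.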

Enrichment analysis using GO revealed many processes affected by *Srr2* deletion, including regulation of neurogenesis, regulation of cell cycle, and regulation of neuronal synaptic plasticity (Fig. 2G and Additional file 2: Table S3-S4). These results suggested a coordinated transcriptional reduction of genes essential for the establishment, maintenance, and functional maturation of the neuronal lineage.

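Within the *Srr2* del/del cultures, the 406 genes that the paper calls down against wild type at 2 + 1 DIV had a median log2 fold change of 0.11 from PROLIF to DIFF. Of the 394 that passed the filter on low counts, 139 were higher and 121 lower at DIFF at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. The 626 genes called up had a median of 0.11, with 229 higher and 169 lower. Neither set passed the threshold against the other genes (camera in limma, adjusted p = 0.45 for the down-called and 0.21 for the up-called genes). With the replicate number as a block the medians were 0.12 and 0.11, and the camera adjusted p-values 0.42 and 0.20. The median change was above 0 in 2 of 3 same-numbered pairs for the down-called and in 3 of 3 for the up-called genes. Both lists were called by the paper with these DIFF libraries. Without DIFF replicate 1 the median of the down-called genes was -0.099, and the up-called genes had a camera adjusted p of 0.0498. From the lower levels of these genes against wild type and their GO terms, the paper proposes that genes needed to set up, maintain and mature the neuronal lineage are reduced together.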

Given our previous work on the regulatory relationship between p27 and *Sox2* [15], we next asked whether the reduction in *Sox2* dosage induced by *Srr2* deletion could elicit feedback effects on p27 expression or its associated transcriptional programs. 

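*Cdkn1b*, which encodes p27 and lies on chromosome 6 of GRCm38 from 134920401 to 134925513, measured 116 ± 15.1 CPM (SD, n = 3) in the *Srr2* del/del PROLIF libraries and 196 ± 13.0 CPM (SD, n = 3) in the DIFF libraries, and each DIFF culture lay above each PROLIF culture. Within the mutant, the log2 fold change from 2 DIV to 2 + 1 DIV was 0.76 (standard error 0.11, adjusted p = 8.4e-04 from edgeR's quasi-likelihood test). With the replicate number as a block it was 0.77 (adjusted p = 0.0012 from the same test). It stayed between 0.67 and 0.86 with each culture left out in turn.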

Analysis of our RNA-seq datasets revealed no significant changes in *Cdkn1b* transcript levels between WT and *Srr2*^*del/del*^ NSCs, either under 2 DIV PROLIF or 2 + 1 DIFF (data not shown). Consistent with this, cross-referencing our differentially expressed genes with a published catalogue of p27-associated targets [42] showed only minimal overlap and no significant enrichment in any of the conditions analyzed (Additional file 1: Fig. S1G). Together, these results suggest that the decrease in SOX2 levels resulting from *Srr2* deletion does not lead to detectable transcriptional feedback on p27, nor does it substantially impact p27-associated gene networks under the conditions examined.

As a pioneer transcription factor, SOX2 has been shown to prime chromatin for the activation of downstream transcriptional programs [43]. To investigate the regulatory landscape shaped by the *Srr2* enhancer during NSC proliferation and early lineage commitment, we performed paired chromatin accessibility profiling (ATAC-seq) on the same cultures at PROLIF and DIFF conditions. During PROLIF, we identified 6,393 differentially accessible regions (DARs) between WT and *Srr2*^*del/del*^ samples, of which 6,319 regions were less accessible in the mutant, indicating widespread chromatin compaction in the absence of *Srr2* (Fig. 2H, upper and Additional file 2: Table S5). In contrast, only 3 DARs were detected at 2 + 1 DIFF, suggesting a convergence of chromatin states at this stage (Fig. 2H, bottom and Additional file 2: Table S6). Strikingly, measuring ATAC signal around Transcription Start Sites (TSS) showed that the chromatin accessibility profile of *Srr2*^*del/del*^ cells during proliferation resembles that of WT cells undergoing differentiation, implying a premature chromatin compaction (Fig. 2I, J). Furthermore, *Srr2*^*del/del*^ cells failed to undergo the chromatin closing transition normally observed in WT cells during early differentiation (Fig. 2I, J), and they exhibited a globally reduced promoter signal compared to WT controls in proliferation (Fig. 2K). The results indicated that *Srr2*-dependent maintenance of sufficient levels of SOX2 appears to be required to sustain an open chromatin state during proliferation.

### SOX2-dependent chromatin priming during proliferation enables timely activation of proneural programs at neurogenic onset

One characteristic of subependymal NSCs is their lineage priming, a predisposition toward neurogenesis characterized by the expression of proneural TFs [4], a feature that is also observed in NSCs during early neurogenesis [44, 45]. Because our data suggested that normal levels of SOX2 appear necessary to maintain chromatin accessibility during the proliferative phase, we hypothesized that this accessibility might facilitate the expression of proneural genes upon differentiation onset. Accordingly, we asked whether transcriptional changes observed during early differentiation could be linked to chromatin accessibility states established during proliferation. To test this hypothesis, we examined whether open chromatin regions at 2 DIV PROLIF were associated with genes transcriptionally upregulated at 2 + 1 DIV DIFF and closed chromatin regions corresponded to genes that would become transcriptionally repressed (Fig. 3A). The analysis revealed that genes with open chromatin during proliferation did not significantly overlap with genes upregulated during early differentiation (Fig. 3B). In contrast, genes associated with regions that remained closed in *Srr2*^*del/del*^ cells during proliferation showed a two-fold higher overlap than expected with genes that were downregulated at DIFF (Fig. 3B). To assess whether these genes represent a coordinated biological program rather than isolated transcriptional changes, we performed GO enrichment and protein–protein interaction network analyses. 

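The network drawn in Additional file 3: Fig. S1 holds a set of genes whose names could be read for all but 3, and those read are among the paper's down calls at 2 + 1 DIV. A name cut off at the margin was completed from those calls. In the 6 *Srr2* del/del libraries, 111 of them passed the filter on low counts. From 2 DIV to 2 + 1 DIV their median log2 fold change was 0.22. It lay between 0.076 and 0.32 with each culture left out in turn. At an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 44 were higher and 32 lower at 2 + 1 DIV. As a set they did not pass the threshold against the other genes (camera, limma, adjusted p = 0.27 over 9 sets). With the replicate number as a block the median was 0.23 (camera adjusted p = 0.22). The median change was above 0 in 2 of 3 same-numbered pairs. The median level rose from 18.2 CPM to 25.8 CPM. Estimating the correlation between genes from the data gave the largest camera adjusted p for the set, 0.88. The set was defined by the paper with these DIFF libraries, and its change in wild-type cells was not analysed here.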

Notably, we identified a subset of 115 genes with reduced induction at the transcriptional level during early differentiation in mutant cells that cluster into a significantly enriched protein–protein interaction (PPI) network according to STRING (*p* = 0.005) (Fig. 3C, Additional file 3: Fig. S1). GO enrichment analysis of these 115 genes with reduced induction revealed strong associations with biological processes such as neurogenesis, nervous system development, and neuron differentiation (Fig. 3D and Additional file 2: Table S7). These findings suggested that SOX2 contributes to the epigenetic priming of adult NSCs for neurogenesis by modulating chromatin accessibility during the proliferative phase. In particular, reduced SOX2 activity is associated with decreased chromatin accessibility at early neurogenic loci, correlating with impaired induction of genes required for early neuronal differentiation. This highlights a role for SOX2 not only in maintaining NSC identity but also in preparing the chromatin landscape to ensure timely activation of proneural programs at the onset of differentiation.

**Fig. 3:**
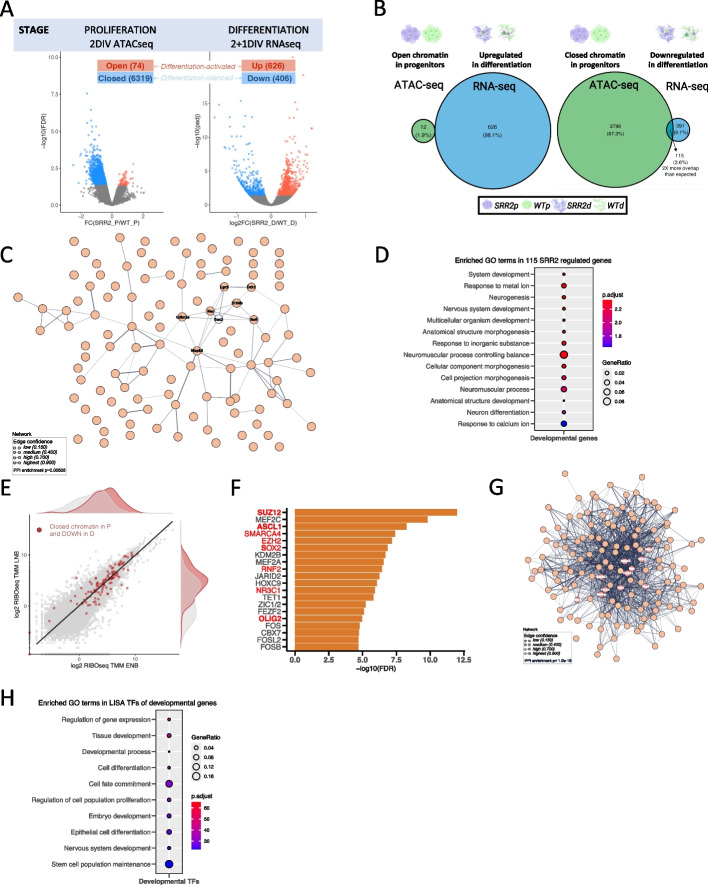
SOX2 controls chromatin accessibility in proliferating NSCs to enable timely neurogenic commitment. **A** Schematic hypothesis: in proliferating NSCs, open chromatin regions should map to genes that become upregulated at differentiation (DIFF), whereas closed regions should map to genes that become transcriptionally repressed. **B** Venn diagram comparing genes associated with open chromatin in proliferation (ATAC-seq) and genes upregulated during early differentiation (DIFF): no significant overlap (left panel) and Venn diagram comparing genes associated with regions that remain closed in *Srr2*^*del/del*^ during proliferation and genes downregulated at DIFF: ~ twofold higher overlap than expected (right panel). **C** Protein–protein interaction network generated from 115 genes showing reduced transcriptional induction during early differentiation in mutant cells (STRING PPI enrichment *p* = 0.00505). Line thickness indicates the strength and confidence of the connection (https://string-db.org/). **D** Representative Gene Ontology (GO, Biological Process) terms enriched in the subset of 115 genes repressed at the transcriptional level during early differentiation in mutant cells. Significance values are reported after FDR correction. **E** Scatterplot comparing the 115 genes repressed in mutants with translation efficiency from subependymal neuroblasts (NBs) at early (ENB) and late (LNB) stages, using published Ribo/RNA-seq data [46]. **F** Bar plot of enrichment scores for the top transcription factors and chromatin regulators associated with genes specifically translated at ENB/LNB. Scores were obtained with LISA (http://lisa.cistrome.org). **G** Protein–protein interaction network generated from 140 putative candidate TFs and chromatin regulators. Line thickness indicates the strength and confidence of the connection (https://string-db.org/). Labeled in red proteins involved in Signaling pathways regulating pluripotency of stem cells. **H** Representative Gene Ontology (GO, Biological Process) terms enriched in LISA TF. Significance values are reported after FDR correction

Because transcriptional repression in mutants could be particularly consequential if the affected genes were those highly translated during neurogenesis, we queried published sequencing data of NBs ribosome-bound mRNAs obtained from RiboTag mice, in which the endogenous coding sequence for the ribosomal large subunit protein RPL22 was replaced by a Cre-recombinase-dependent HA-tagged variant, crossed to Doublecortin (*Dcx*)-Cre recombinase transgenic mice for recombination in NBs [46]. Deep sequencing of the total RNA (transcriptome) and of the HA-immunoprecipitated ribosome-bound RNA (translatome) in these mice had revealed an uncoupling between transcription and translation in NBs [47]. We compared our set of 115 repressed genes in *Srr2*^*del/del*^ cells with the Ribo-seq/RNA-seq data from subependymal ENBs and LNBs. Our analysis revealed that these 115 genes are more translated on average than the rest of the mRNAs in both ENBs and LNBs (Fig. 3E).

To identify upstream regulators potentially responsible for the activation of these genes specifically translated at ENB and LNB, we next applied LISA to infer upstream regulators most likely driving the observed transcriptional and chromatin changes (http://lisa.cistrome.org), which predicted 140 putative candidate TFs and chromatin regulators. Among the 20 most statistically significant regulators, prominent candidates included SOX2, SUZ12, OLIG2, FOS, CBX7, FOSL2, and FOSB. Taken together, this gene set captures the balance between chromatin repression and activation during neural fate decisions: PRC2/PRC1 components (SUZ12, EZH2, JARID2, RNF2, CBX7, KDM2B) enforce H3K27 and H2A-ubiquitin–mediated silencing, whereas SOX2, SMARCA4 (BAF), and TET1, together with activity- and context-responsive regulators (AP-1: FOS/FOSL2/FOSB; MEF2A/MEF2C; NR3C1) and lineage TFs (ASCL1, OLIG2, FEZF2, HOXC9, ZIC), promote enhancer accessibility and transcriptional programs that specify and mature neural lineages (Fig. 3F).

To evaluate whether these candidate regulators form coherent functional modules, we performed a PPI network analysis (STRING) of the full set of 140 LISA-inferred candidates. Notably, we found an enrichment in proteins involved in the KEGG pathway “Signaling pathways regulating pluripotency of stem cells” labeled in red in the STRING (Fig. 3G, Additional file 3: Fig. S2). Additionally, GO enrichment analysis of these 140 putative candidate TFs and chromatin regulators revealed strong associations with biological processes such as regulation of gene expression, tissue development, cell differentiation, cell fate commitment, nervous system development, and maintenance of SC populations (Fig. 3H and Additional file 2: Table S8). Together, these findings support a model in which SOX2-dependent chromatin priming during the proliferative phase enables timely transcriptional activation of proneural gene programs during early stages of differentiation that are specifically translated during NB commitment and differentiation.

### Srr2 is required in vivo to maintain nsc identity and support proper neuronal and oligodendroglial differentiation in the SEZ

Our data indicated that *Srr2* sustains a level of SOX2 during proliferation required to maintain an active chromatin state in genes that are required during differentiation and are translated at the NB stage. Having established a mechanistic role for *Srr2* in regulating *Sox2* and subsequent chromatin accessibility in vitro, we next investigated whether *Srr2*^*del/del*^ mice exhibit impaired neurogenesis. We examined the gross morphology of the SEZ and the SGZ, both of which appeared structurally intact in mutant and control animals. However, immunofluorescence analysis revealed a marked reduction in SOX2 levels in both *Srr2*^*del/del*^ neurogenic niches at 2 months of age, while the proportion of SOX2 positive cells was not significantly altered (Fig. 4A, B and Additional file 1: Fig. S2A). Quantitative analysis at the single-cell level in the SEZ further confirmed a measurable significant decrease in SOX2 protein levels (Fig. 4C). Consistent with the preserved gross morphology of the SEZ and SGZ, TUNEL and CC3 immunostaining did not reveal genotype-dependent differences in apoptotic cells in the SEZ or DG (Additional file 1: Fig. S2B), supporting that the in vivo changes primarily reflect altered transcription factor levels and lineage-associated populations rather than increased cell death.

**Fig. 4:**
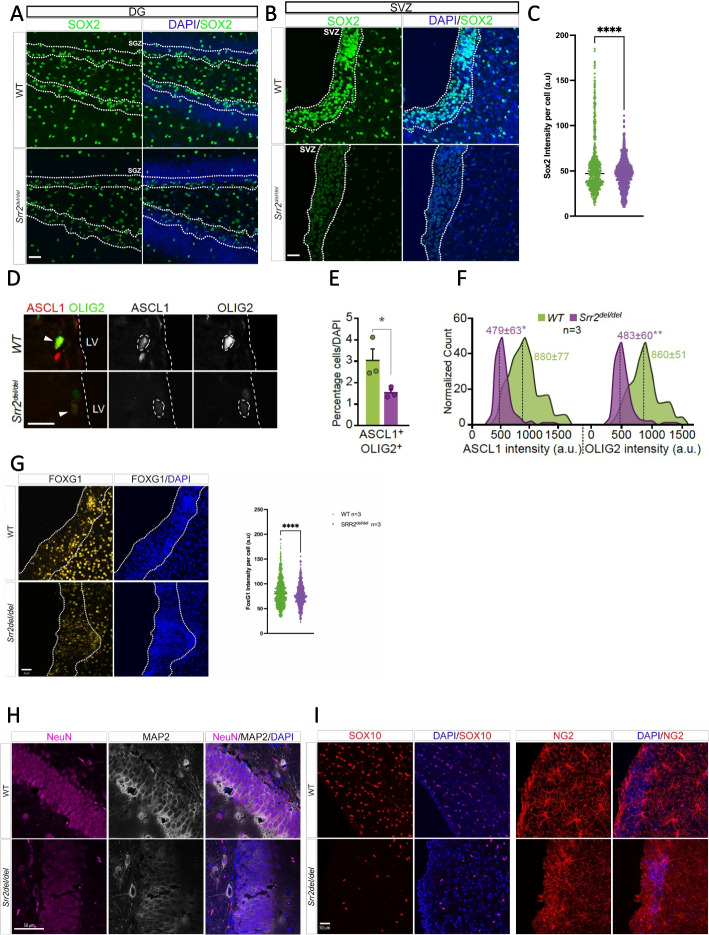
*Srr2* is required in vivo to preserve SOX2 expression, NSC identity, and balanced neuronal and oligodendroglial differentiation in the SEZ. **A**, **B** Immunofluorescence of SOX2 in *Srr2*^*del/del*^* vs* wild type (WT) at 2-mo-old. Regions of interest corresponding to the lateral ventricle/SEZ (**A**) and dentate gyrus (DG) (**B**) were delineated on anatomically matched sections at equivalent rostro–caudal levels for all genotypes. **C** Quantification of SOX2 expression by immunofluorescence in the SEZ (*Srr2*^*del/del*^* vs* WT). Bars show the mean staining intensity of SOX2⁺ cells. **D** Representative immunofluorescence images for ASCL1 (red) and OLIG2 (green) in the SEZ of WT and *Srr2*^*del/del*^ mice. **E** Percentage of ASCL1 + OLIG2 + double positive cells in the SEZ of 2-mo-old WT and *Srr2*^*del/del*^ mice. **F** Quantification of ASCL1 and OLIG2 expression intensity in cells in the SEZ of WT and *Srr2*^*del/del*^. **G**-**J** Representative immunofluorescence images from 2-mo-old *Srr2*^*del/del*^ and WT mice: **G** Immunofluorescence for SOX2 (green), FOXG1 (red), and DAPI (blue) in the subventricular zone (SEZ) of 2-mo-old WT and *Srr2*^*del/del*^ mice. Dashed lines outline the SEZ region (left panel). Scale bar, 50 μm. Right panel shows quantification of FOXG1 fluorescence intensity in SEZ cells from WT and *Srr2*^*del/del*^ mice. **H** Neurogenesis markers NeuN and MAP2 in the SEZ. **J** Oligodendrogenesis markers SOX10 and NG2 in the SEZ. Data are presented as mean ± SEM from three independent cultures per genotype (*n* = 3 WT and *n* = 3 *Srr2*^*del/del*^ cultures)

We had previously demonstrated that repression of *Sox2* by the cyclin-dependent kinase inhibitor p27 leads to reduced numbers of ASCL1^+^/OLIG2^+^ NPCs in the SEZ [15]. In line with these data and our in vitro data (see Fig. 1), we confirmed that *Srr2*-deficient mice also showed a significant reduction in the numbers of ASCL1^+^/OLIG2^+^ NPCs, accompanied by decreased immunofluorescence intensity for both TFs (Fig. 4D–F). Moreover, FOXG1, a key TF that contributes to chromatin remodeling and cooperates with SOX2 and OLIG2 to maintain NSC identity and prevent premature differentiation, was also downregulated in the SEZ of *Srr2*^*del/del*^ mice compared to WTs (Fig. 4G and Additional file 1: Fig. S2C).

To further assess lineage commitment in vivo, we examined the expression of neuronal and oligodendroglial general markers. Immunostaining revealed reduced levels of the neuronal markers MAP2 and NeuN in the DG of *Srr2*^*del/del*^ mice (Fig. 4H), alongside lower levels of oligodendroglial markers SOX10 and NG2 in the SEZ (Fig. 4I and Additional file 1: Fig. S2D). These results suggested that loss of the *Srr2* enhancer impairs both neuronal and oligodendrocyte lineage progression in the adult SEZ.

## Discussion

Our findings uncover a crucial role for the *Srr2* enhancer in sustaining *Sox2* expression and coordinating chromatin accessibility programs that ensure proper lineage progression during adult neurogenesis. Previous studies have demonstrated that deletion of a broader *Sox2* regulatory region encompassing *Srr2* (SRR2–18) in embryonic stem cells impairs *Sox2* expression, chromatin accessibility, and neural differentiation of ESC-derived neural stem/progenitor cells [48]. In our study, by deleting *Srr2*, a well-characterized *Sox2* enhancer active in SC/progenitor contexts [27–29], and combining in vivo and in vitro analyses with paired RNA-seq and ATAC-seq at defined stages, we show that *Srr2* is required to sustain SOX2 levels during proliferation, preserve accessibility at neurogenic regulatory elements, and enable timely activation of proneural and oligodendroglial programs upon early differentiation.

SOX2 has long been recognized as a key regulator of NSC identity and multipotency [12, 16, 38], yet the mechanisms that maintain its precise dosage in the adult brain have remained unclear. Our data identify *Srr2* as a cis-regulatory element required to preserve *Sox2* expression specifically during proliferation [27, 29]. The temporal specificity of *Srr2* function, active in proliferating NSCs but silenced upon differentiation, suggests a dual mechanism in which *Sox2* levels are first maintained by enhancer-driven transcription and later down-regulated through p27-dependent repression [41, 49]. Consistent with this regulatory hierarchy, *Cdkn1b* (p27) expression was not altered in *Srr2*^*del/del*^ cells and differentially expressed genes did not show enrichment for previously reported p27-associated targets [42]. This enhancer-mediated control of *Sox2* ensures the balance between self-renewal and differentiation competence [50].

The combined RNA-seq and ATAC-seq analyses reveal that loss of *Srr2* disrupts both transcriptional and epigenetic landscapes with distinct temporal dynamics. During proliferation, *Srr2*^*del/del*^ cells exhibit widespread loss of accessibility together with downregulation of genes associated with neurogenesis, self-renewal, and neuronal metabolism and activation of apoptotic pathways. Although apoptosis and stress related GO terms were enriched, we did not detect increased cell loss or apoptosis, as cell numbers remained comparable in vitro and TUNEL/cleaved Caspase-3 staining showed no genotype differences in vivo. Stress and apoptosis-related GO term enrichments may be reflecting a transcriptional stress-response signature when SOX2 levels are reduced. Importantly, the chromatin accessibility profile of *Srr2*^*del/del*^ cells during proliferation resembles that of WT cells entering differentiation, suggesting that insufficient SOX2 levels drive a premature transition toward a more restrictive chromatin configuration. Thus, *Srr2*-dependent *Sox2* expression maintains an open and transcriptionally permissive chromatin state necessary for NSC competence [18].

At early differentiation, global accessibility largely converges between genotypes, yet a strong transcriptional divergence emerges. This temporal offset indicates that *Srr2*-dependent SOX2 acts pre-commitment to establish open chromatin that lineage factors subsequently read out [23, 43, 47, 51]. If this threshold is not achieved, chromatin prematurely compacts and the transcriptional response to differentiation cues is attenuated, consistent with SOX2’s dosage sensitivity and pioneer-like properties [8, 9, 12, 23, 25, 51].

Promoters that remain closed in *Srr2*^*del/del*^ cells during proliferation are overrepresented among genes that fail to up-regulate upon early differentiation, yielding a core set of 115 genes enriched for regulators of neurogenesis and neuronal function. Regulator-inference analysis identifies SOX2, ASCL1, and OLIG2, together with Polycomb complex components (SUZ12, EZH2, JARID2, RNF2, CBX7, and KDM2B), as upstream influences on the misprogrammed 115 gene set. This supports a model in which SOX2 acts as a pioneer factor opposing Polycomb-mediated repression to preserve baseline chromatin accessibility and RNA polymerase II competence at lineage-relevant loci [52]. In *Srr2*^*del/del*^ cells, insufficient SOX2 may leave these sites unprotected, allowing default repressive mechanisms to dominate and shifting the system toward an epigenetic state that resembles the wild-type differentiation pattern even before commitment begins. Importantly, the reduced expression of this 115-gene set is best interpreted as a failure of timely transcriptional induction rather than evidence of active transcriptional repression. As our conclusions are based on differential expression following enhancer deletion, the observed downregulation likely reflects insufficient activation downstream of reduced SOX2 levels, rather than the direct repressive mechanisms. Nevertheless, failure to establish SOX2-dependent chromatin priming during proliferation may render these loci more permissive to repressive processes, including Polycomb-mediated chromatin regulation, which could further stabilize a transcriptionally less competent state during early differentiation.

Our time window approach was designed to capture the earliest transcriptional effects of enhancer loss while minimizing secondary feedback. At this stage, accessibility differences diminish whereas transcriptional divergence increases, indicating that enhancer-dependent priming leaves a lasting transcriptional signature even after global chromatin states converge, consistent with chromatin remodeling acting upstream of transcriptional activation [6, 12, 22, 41]. This decoupling between accessibility and expression aligns with previous studies of the SOX2 network [37]. Furthermore, the 115 downregulated genes are enriched among mRNAs preferentially translated during neuroblast stages, suggesting that *Srr2*-dependent priming during proliferation influences later translational checkpoints [53]. We propose that enhancer-tuned SOX2 helps establish promoter architectures (e.g., paused polymerase and accessible core motifs) that ease recruitment of lineage TFs and cofactors. Failure to install this architecture results in delayed or inefficient transcript accumulation, preventing proper synchronization with neuroblast-stage translational programs [25, 26, 47].

Although the in vivo phenotype in mice is modest, this likely reflects functional redundancy within the *Sox2* regulatory architecture (multiple enhancers) [27, 29] and partial compensation by SOX3 [54], in contrast to the in vitro system, where an isolated context and a defined time window more stringently expose enhancer dependence. Even so, the in vivo data align with the in vitro model: *Srr2* deletion lowers SOX2 levels and reduces ASCL1⁺/OLIG2⁺ progenitor intermediates that link stemness with neuronal and oligodendroglial lineages [10, 13, 15, 17, 43, 55]. The reduction of FOXG1 provides an additional axis by which SOX2 dosage may influence competence, given FOXG1’s roles in chromatin remodeling, suppression of premature differentiation, and cooperation with SOX2 to enforce neural stem identity [39]. Consequently, neuronal and oligodendroglial output is reduced, although the overall architecture of the neurogenic niches remains intact. Thus, *Srr2* is dispensable for structural maintenance but essential for sustaining the transcriptional and epigenetic programs underlying lineage specification.

## Conclusions

Together, these findings identify *Srr2* as a critical enhancer linking *Sox2*-dependent transcriptional regulation with chromatin accessibility in adult NSCs. By sustaining SOX2 expression and preserving an open chromatin state during proliferation, *Srr2* enables the timely activation of neurogenic and gliogenic programs during lineage progression. Our study therefore provides a mechanistic framework for understanding how enhancer-mediated regulation of pioneer transcription factor dosage maintains the balance between stem cell maintenance and differentiation during adult neurogenesis. Further studies investigating how *Srr2* interacts with chromatin-modifying complexes and extracellular niche signals may help elucidate how dynamic enhancer activity regulates neural plasticity in ageing and disease.

## Methods

### Generation of *Sox2*^*tm1(Guide1/1:SRR2)RLB*^ mice

The *Sox2 *^*tm1(Guide1/1:SRR2)RLB*^ allele was generated using the CRISPR/Cas9 technology. Single guide RNAs (sgRNAs) were designed (www.crispr.mit.edu) to induce deletion of the mouse *Srr2* enhancer (81 bp), situated 4 kb downstream of *Sox2* (UCSC mm9 genome chr13: 34,552,926—34,553,007). Two pairs of guides were designed: pair 1 (G1_5’ + G1_3’) and pair 2 (G4_5’ + G5_3’) and independently injected with Cas9 mRNA as previously described [32] to produce two different mouse strains with the same *Srr2* deletion, in order to discriminate between the effects of the desired mutation, which would be common to both guides, and potential off-target effects of the guides which would be in contrast specific to a particular pair. Founders were genotyped for *Srr2* deletion by PCR and mosaicism estimated using the MiSeq system (Illumina). Two founders were chosen to establish two independent strains and bred to obtain *Srr2*^*del/del*^ mice for analyses. All mice were maintained on a C57BL/6 J genetic background and housed under specific pathogen-free (SPF) conditions in a controlled environment with a 12 h light/dark cycle and ad libitum access to food and water. Animals were euthanized using Schedule 1 (S1K) methods.

All animal experiments carried out were approved under the UK Animals (Scientific Procedures) Act 1986 and under the project licenses n. 80/2405 and PP8826065 and by the Francis Crick Animal Welfare and Ethical Review Body (AWERB).

### Adult NSC cultures and differentiation

NSC cultures were established from the subependymal zone of adult WT and *Srr2*-deleted (*Srr2*^*del/del*^) mice as previously described [33, 56]. As these cultures were directly derived from genetically defined mice, no additional cell line authentication was performed beyond animal genotyping. Cultures were routinely screened for mycoplasma contamination and tested negative. NSCs from wild-type and *Srr2*^*del/del*^ mice were grown in neurosphere growth medium containing 20 ng/ml epidermal growth factor (EGF) (Invitrogen, 53003–018) and 10 ng/ml basic fibroblast growth factor (bFGF) (Sigma, F0291). For differentiation assays, single neurosphere cells were plated at a density of 40,000 cells/cm^2^ on Matrigel®-coated coverslips and maintained for 2 days (2 DIV) in control medium containing FGF (PROLIF). Subsequently, mitogens were withdrawn to allow for differentiation, and the cells were cultured in medium without mitogens supplemented with 2% FBS. Differentiating (DIFF) cultures were then analyzed either 24 h (2 + 1 DIV) or 5 days (2 + 5 DIV) after mitogen removal (see Fig. 1A). 10 µM EdU was administered for 1 h prior to fixation.

### Immunofluorescence, image acquisition, and pre-processing

Immunofluorescence in vitro and in vivo was performed as previously described [57]. For in vivo experiments, mice were perfused with 4% w/v paraformaldehyde in phosphate-buffered saline (PBS), brains harvested, and cryosectioned at 50 μm. Sections were blocked with blocking solution (10% v/v donkey serum in PBS/0.1% v/v Triton X-100; PBST) for 1 h, then incubated with primary antibodies in 10% blocking solution overnight at 4 °C. The following primary antibodies were used for both in vitro and in vivo experiments: goat anti-SOX2 (Neuromics, 1:500), rabbit anti-SOX9 (Abcam AB184547, 1:1,000), mouse anti-ASCL1 (BD 556604, 1:500), rabbit anti-OLIG2 (Millipore AB9610, 1:500), rabbit anti-Ki67 (Abcam ab15580, 1:300), mouse anti-O4 (Hybridoma Bank rip, 1:300), rabbit anti-βIII-Tubulin (Sigma T2200, 1:300), rabbit anti-SOX10 (Roche Ventana, 1:500), rabbit anti-FOXG1 (Abcam Ab18259, 1:500), mouse anti-NeuN (Millipore MAB337, 1:500), chicken anti-MAP2 (Abcam AB5392, 1:500). EdU was developed with the Click-iT™ Plus EdU Alexa Fluor™ 555 Imaging Kit (ThermoFisher Scientific, C10638) following the manufacturer’s instructions. For in vivo tissue sections, samples were washed in PBST, then incubated for 1 h at room temperature with the corresponding anti-rat, anti-goat, or anti-rabbit secondary antibody conjugated to Alexa-Fluor 488, 555, 594 or 647 in 10% blocking solution with 1 μM 4’,6-diamino-2-phenylindole (DAPI). Sections were washed with PBST and mounted using Aqua-Poly/Mount (Polysciences, Inc., Warrington, PA, USA). For in vitro NSC cultures, images were acquired with an Olympus FV10i confocal microscope (Olympus), laser settings were first established on WT/control samples at the first time point (e.g., 2 DIV) and kept throughout the whole experiment. Random fields were imaged at the focal plane showing both the highest number of cells on focus and the most intense signal. 2 + 5 DIV differentiation samples were imaged using a Nikon ECLIPSE Ni-U microscope (Nikon) with a Zyla 4.2 sCMOS camera (Andor). Bioimage analysis was performed using the Fiji open-source software package [58]. ImageJ Macro Language scripts were developed to perform unbiased automatic analysis of the in vitro experiments. SOX2 was quantified with our previously developed “Cell proliferation HCS” tool [56]. A minimum of 500 cells per culture were analyzed in each condition. Cells were classified as Sox2^high^ using an intensity threshold of 400 arbitrary units (a.u.), determined from previous datasets and from the distribution of SOX2 signal intensities in WT and mutant samples. For in vivo experiments, laser settings were first established on WT tissue and similar regions of interest (ROI) were acquired in an Olympus FV10i confocal microscope. Maximal projection images were generated and the mean gray intensities of nuclear marker SOX2 were measured with Fiji software. Intensities were represented as frequency histograms normalized to the maximum count in each comparison. For in vivo tissue sections, images were acquired using a Leica SPE confocal microscope. Settings were established during the initial acquisition. All images taken from the Leica SPE confocal microscope were pre-processed using ImageJ (maximum z-projection) and the ones taken from VS120 Slide Scanner were processed using QuPath.

### RNA and ATAC seq

ATAC-seq and RNA-seq were performed as previously described [15]. Briefly, proliferating (2 DIV) and early differentiating (2 + 1 DIV) cells were harvested for RNA and chromatin extraction. For ATAC-seq, 50,000 cells were lysed, and nuclei were tagmented using the Nextera DNA Library Prep Kit (Illumina). Libraries were amplified (NEBNext) and sequenced on a HiSeq4000 platform to a depth of ~ 25 million reads/sample. For bulk RNA-seq, total RNA was extracted using QIAzol and the miRNeasy Micro Kit (Qiagen). cDNA synthesis and library preparation were performed with Tecan’s Ovation RNA-seq and Ultralow V2 kits. Libraries were sequenced under the same conditions. RNA and library quality were assessed using Agilent platforms.

### RNA sequencing

RNA-seq was performed as previously described [15]. Briefly, FASTQ files were preprocessed in the Francis Crick Institute, through RSEM package (v. 1.3.30) and STAR alignment (v. 2.5.2a). RSEM default parameters were maintained except for the forward-prob, which was established at 0.5. Differential expression analysis between *Srr2*^*del/del*^ and WT was performed with the default DESeq2 pipeline in R. Principal Component Analysis (PCA), hierarchical clusters, and heatmaps were evaluated to assess the quality of the samples and their replicates. An adjusted p-value smaller than 0.05 was set as the threshold for statistical significance. Volcano plots were generated in R to represent significantly up-regulated and down-regulated genes. The lists of differentially regulated genes were used as inputs for functional enrichment analysis. We used the compareCluster function as implemented in the clusterProfiler R package, with the following parameters: fun = “enrichGO”, OrgDb = “org.Mm.eg.db”, ont = ”BP”. Enriched GO term redundancy was minimized by using the simplify function of the same package, applying the following parameters: cutoff = 0.5, by = “p.adjust”, select_fun = min, measure = “Wang”, semData = NULL. Heatmaps were generated using the pheatmap package to display expression patterns across *Srr2*^*del/del*^ and WT samples. Prior to visualization, normalized counts were transformed using the regularized log (rlog) function of DESeq2, and the resulting values were row-wise scaled (z-score) to emphasize relative expression differences across samples.

### ATAC sequencing

ATAC-seq was performed as previously described [15]. Briefly, paired-end sequencing files were analyzed with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), summarized with MultiQC, and visually inspected for major quality issues. We used Cutadapt to clip the Nextera 3ʹ R1 and R2 adapters and then Trimmomatic to trim low-quality portions and filter reads shorter than 20 bases. Then, a second round of quality control with FastQC and MultiQC was performed to make sure the outputs were in line with the expected results. High-quality reads were then mapped to the mouse genome with Bowtie2, using the *Mus musculus* GRCm38 (mm10) genome as reference and allowing mate dovetailing. Duplicates were marked on BAM files with MarkDuplicates from Picard tools (https://broadinstitute.github.io/picard/), insert sizes were calculated with the CollectInsertSizeMetrics tool from SAMtools. The biological replicates of each ATAC-seq sample were merged and used as input for ngs.plot to generate average metagene plots and per-gene accessibility signal heatmaps around TSS genomic coordinates of protein-coding genes. Peak calling was performed with MACS2, choosing narrow peaks, no model, and 0.05 False Discovery Rate (FDR) as options. The resulting narrow-peak BED files were manually loaded into the IGV genome browser alongside their corresponding ATAC-seq coverage tracks generated with the bamCoverage function from deepTools2 for visual inspection. Biological replicates of each sample were merged and used to generate average metagene plots and per-gene accessibility heatmaps around TSS genomic coordinates of mouse protein-coding genes with ngs.plot. MACS2 narrow-peak files and the corresponding BAM alignment files they were derived from were used as input for differential peak calling with DiffBind: https://bioconductor.org/packages/release/bioc/html/DiffBind.html. A false discovery rate threshold of 0.05 was chosen for peak differential detection between comparisons. Peaks that were significantly more or less concentrated in one sample compared to its control were considered open and closed, respectively. In order to associate both differential (open and closed) and non-differential peaks to their genomic contexts, we used ChIPseeker with the Gencode M18 mouse GTF annotation. Upstream and downstream regions of 3 Kb were allowed, as well as a flanking gene distance option of 5 Kb. We focused on peaks associated with 5ʹ and promoter regions, as determined by the ChIPseeker annotation, for downstream analysis. In the cases where there was more than one promoter peak associated with the same gene, we kept either the one that was closest to the TSS or the largest overlapping one.

Functional enrichment analysis of differentially accessible genes was carried out using STRING (https://string-db.org) and clusterProfiler. The Epigenetic Landscape In Silico deletion Analysis (Lisa) tool was used to discover associations of our target gene lists with regulatory TFs and chromatin factors based on the Cistrome DNase and ChIP-seq database (CistromeDB).

To assess whether the overlap between gene sets was greater than expected by chance, we calculated the expected overlap and statistical significance using a hypergeometric framework. The expected number of overlapping genes was computed as the product of the sizes of the two gene lists divided by the total number of genes in the genomic background, defined as all genes with detectable signal in the corresponding RNA-seq and ATAC-seq datasets. Enrichment was quantified using a Representation Factor, defined as the ratio between the observed overlap and the expected overlap. Statistical significance was evaluated using the hypergeometric distribution, testing the probability of observing the given overlap or greater under a random sampling model.

### Statistical analysis

Statistical analyses were performed using Prism v.8.0c (GraphPad Software, USA). To examine the significance of the data, tests were selected according to the experiment analyzed. When comparing two groups of values with normal distribution, unpaired t-test was performed. When comparing two groups of values where the distribution was nonparametric, Mann–Whitney test was performed. All results are represented as means ± standard deviation (SD) for raw data and means ± standard error of the mean (SEM) for graphs. Standard significance levels were used: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Enrichment analysis was performed through MetaCore Clarivate Analytics (https://portal.genego.com/) and the obtained results were represented through dotplots.

### Availability of data and materials

RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE319463 [59] for *Srr2*^*del/del*^ samples and GSE196329 [60] for WT samples. ATAC-seq data have been deposited in GEO under accession number GSE319464 [61] for *Srr2*^*del/del*^ samples and GSE196329 [60] for WT samples. Fluorescence microscopy images used for quantification in Fig. 1, Fig. 4 and Fig. S1–S2 have been deposited in Zenodo (https://zenodo.org/records/20142987) [62].

## Supplementary Information

Additional file 1: Supplementary figures and legends. Contains Figs. S1–S2.

Additional file 2: Supplementary tables. Results from differential gene expression analysis, enrichment analysis, and differentially accessible regions. Contains Tables S1–S8.

Additional file 3: Supplementary figures. Results from STRING analysis. Contains Figs. S1–S2.

## Data Availability

No datasets were generated or analysed during the current study.

# Supplementary material for: Srr2-dependent SOX2 levels govern the chromatin and transcriptional landscape of adult neural stem cell fate decisions in mouse
**Source:** Genome Biol. 2026 Jun 25;27:208. doi: 10.1186/s13059-026-04126-7
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary figures and legends. Contains Figs. S1–S2.

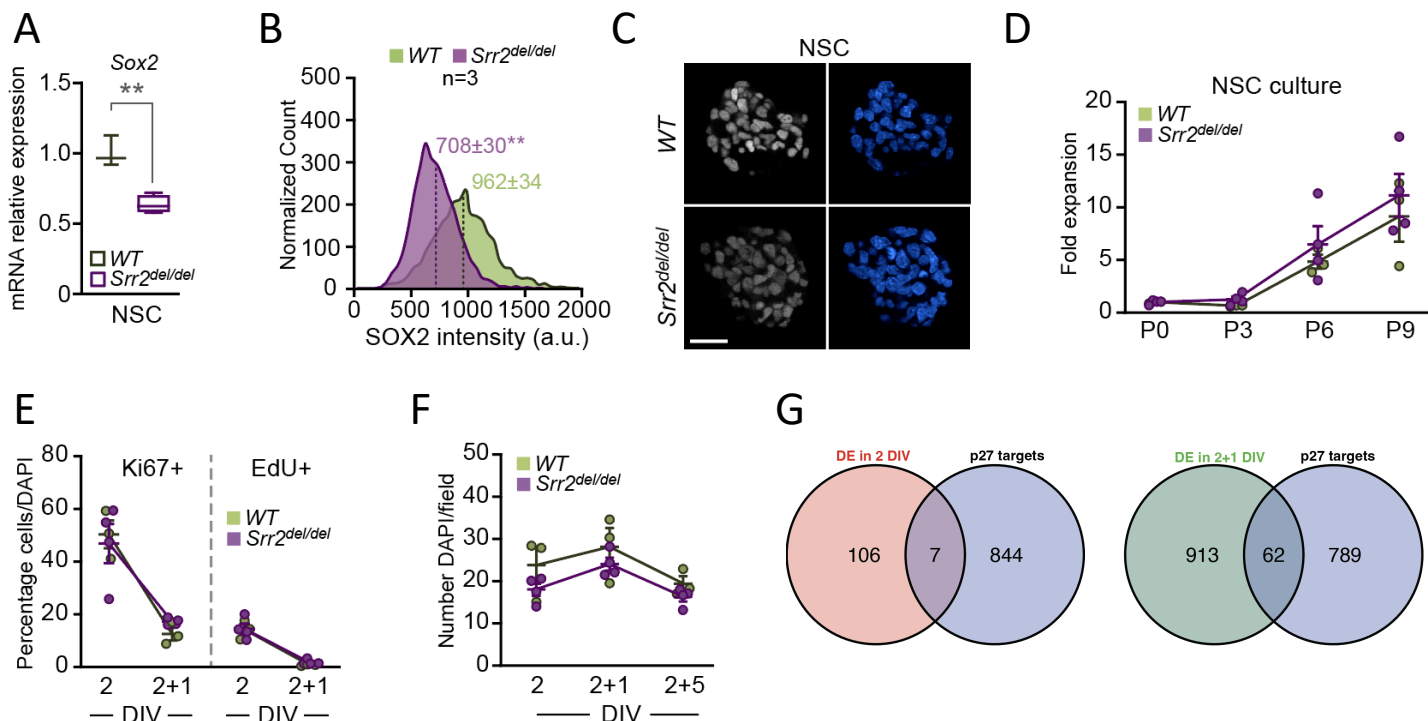

**Fig. S1. *Srr2* deletion reduces SOX2 levels without affecting proliferation or cell survival in adult neural stem cell cultures.** **A)** *Sox2* mRNA expression measured by RT-qPCR in neural stem cell (NSC) cultures derived from the SEZ of 2-month-old wild-type (WT) and *Srr2<sup>del/del</sup>* mice. **B)** Quantification of SOX2 protein levels by immunofluorescence (IF) in NSC cultures from WT and *Srr2<sup>del/del</sup>* mice. **C)** Representative immunocytochemistry images showing SOX2 expression in neurosphere cultures derived from the SEZ of 2-month-old WT and *Srr2<sup>del/del</sup>* mice. **D)** Growth curves showing the expansion of neurosphere cultures derived from WT and *Srr2<sup>del/del</sup>* adult neural stem cells across serial passages (P0, P3, P6, and P9) maintained in the presence of mitogens. **E)** Quantification of proliferative activity assessed by Ki67 immunostaining and EdU incorporation, expressed as the percentage of positive cells relative to total DAPI<sup>+</sup> nuclei, in WT and *Srr2<sup>del/del</sup>* cultures at 2 days in vitro (2 DIV; proliferative expansion phase) and at 2+1 DIV (onset of differentiation). Bars represent mean ± SEM; each dot represents an independent culture. Two-way ANOVA revealed a significant effect of time but not genotype (Ki67: WT 2+1 DIV vs 2 DIV, \*p < 0.05; *Srr2<sup>del/del</sup>* 2+1 DIV vs 2 DIV, \*p < 0.05; EdU: WT 2+1 DIV vs 2 DIV, \*p < 0.05; *Srr2<sup>del/del</sup>* 2+1 DIV vs 2 DIV, \*\*p < 0.01). **F)** Quantification of total cell numbers in WT and *Srr2<sup>del/del</sup>* NSC cultures during proliferation (2 DIV) and early (2+1 DIV) and late (2+5 DIV) stages of differentiation. Bar graph shows the number of DAPI<sup>+</sup> nuclei per field under each condition. No significant differences in total cell numbers were detected between genotypes at any stage analyzed, indicating the absence of overt cell loss during proliferation or differentiation. Bars represent mean ± SEM; each dot represents an independent culture. **G)** Venn diagrams showing the overlap between differentially expressed (DE) genes identified in *Srr2<sup>del/del</sup>* vs WT neural stem cells during proliferation (2 DIV) or early differentiation (2+1 DIV) and the p27-associated gene set reported by Biçer et al., 2017 [50], derived from p27 ChIP-seq peaks assigned to nearby genes. Only a limited overlap was observed in both conditions, with no significant enrichment of p27-associated targets among the DE genes (hypergeometric test; proliferation p = 0.461; 2+1 p = 0.187).

**A**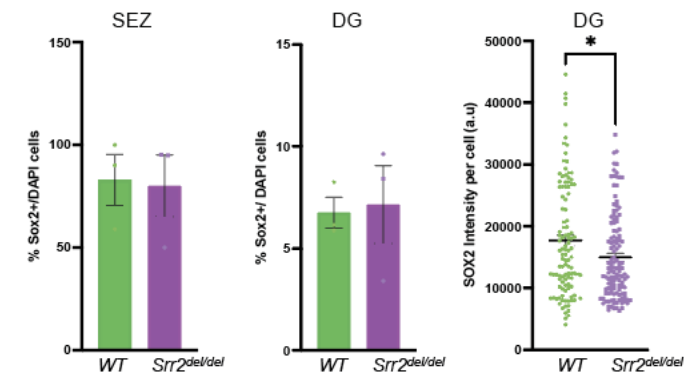**B**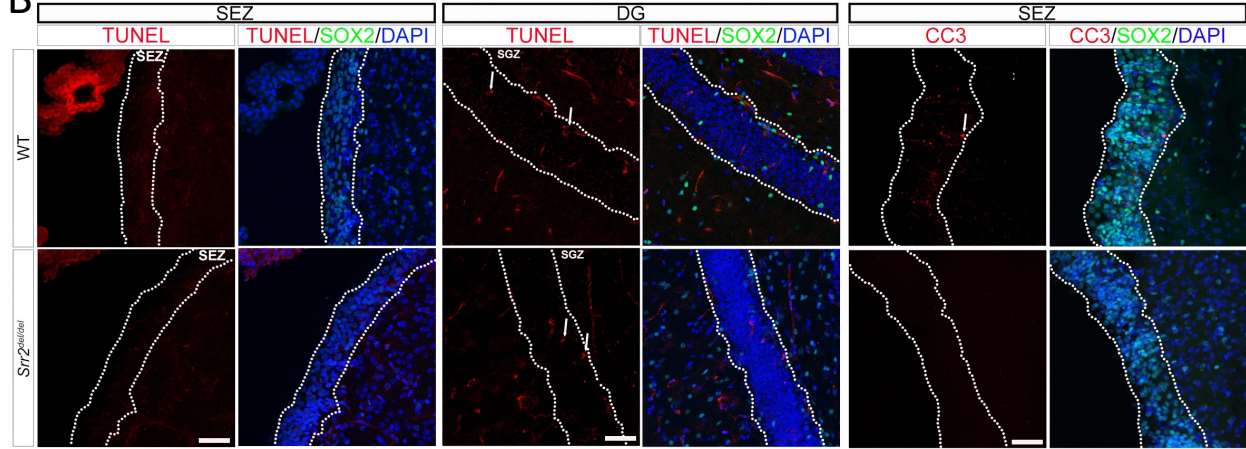**C**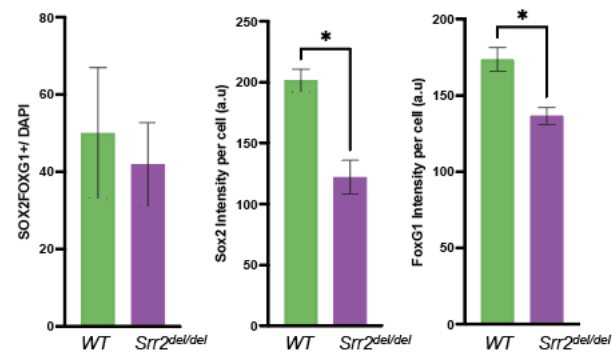**D**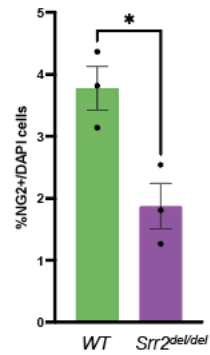

**Fig. S2. *Srr2* deletion alters SOX2 expression and lineage-associated markers in adult neurogenic niches without inducing apoptosis.** **A)** Quantification of the proportion of SOX2-positive cells relative to total DAPI<sup>+</sup> nuclei in the subependymal zone (SEZ; left panel) and dentate gyrus (DG; middle panel) of adult WT and *Srr2<sup>del/del</sup>* mice. Quantification of SOX2 fluorescence intensity at the single-cell level in the DG (right panel). Data are presented as mean ± SEM; each dot represents an individual cell. Statistical significance was assessed using Welch's t-test; \*p < 0.05. **B)** Representative immunofluorescence images showing TUNEL (red) and SOX2 (green) staining in the SEZ and DG of adult WT and *Srr2<sup>del/del</sup>* mice. No differences between genotypes were observed. Right panels show immunostaining for cleaved Caspase-3 (CC3; red) and SOX2 (green) in the SEZ. CC3-positive cells were detected at low frequency and did not differ between genotypes. Nuclei are counterstained with DAPI (blue). Dashed lines delineate the neurogenic niches. Scale bars, 50 μm. **C)** Quantification of SOX2<sup>+</sup>/FOXG1<sup>+</sup> cells in the SEZ of WT and *Srr2<sup>del/del</sup>* mice (left panel). Bar graph shows the percentage of SOX2<sup>+</sup>/FOXG1<sup>+</sup> cells relative to total DAPI<sup>+</sup> nuclei within the SEZ. Quantification of SOX2 (middle panel) and FOXG1 (right panel) fluorescence intensity, respectively, within SOX2<sup>+</sup>/FOXG1<sup>+</sup> cells. Both SOX2 and FOXG1 signal intensities are significantly reduced in *Srr2<sup>del/del</sup>* brains. **D)** Quantification of NG2-positive cells in the SEZ of WT and *Srr2<sup>del/del</sup>* mice. Bar graph shows the percentage of NG2<sup>+</sup> cells relative to total DAPI<sup>+</sup> nuclei. *Srr2<sup>del/del</sup>* mice display a significant reduction in the proportion of NG2<sup>+</sup> cells compared with WT, indicating impaired oligodendroglial progenitor populations in vivo. Bars represent mean ± SEM; \*p < 0.05 (unpaired two-tailed Student's t-test).

# Supplementary material for: Srr2-dependent SOX2 levels govern the chromatin and transcriptional landscape of adult neural stem cell fate decisions in mouse
**Source:** Genome Biol. 2026 Jun 25;27:208. doi: 10.1186/s13059-026-04126-7
**Supplement:** Supplementary file 3 — Additional file 3: Supplementary figures. Results from STRING analysis. Contains Figs. S1–S2.

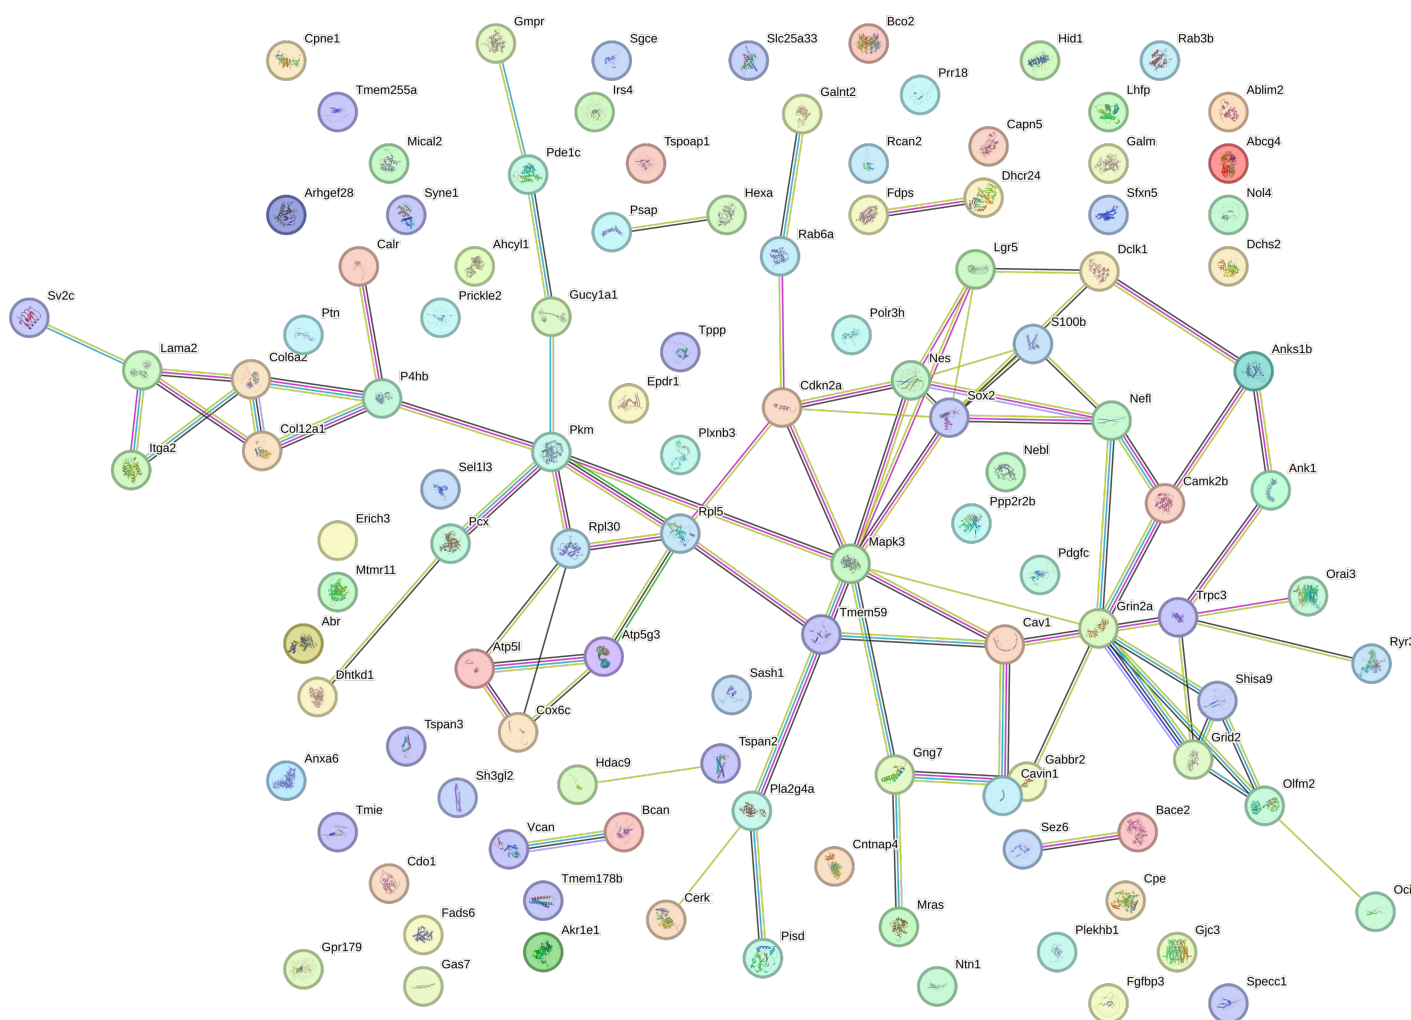

Fig. S1. Protein–protein interaction network generated from the complete set of 115 genes showing reduced transcriptional induction during early differentiation in mutant cells (STRING PPI enrichment  $p = 0.00505$ ). The network was generated using STRING v12.0 (<https://string-db.org/>)

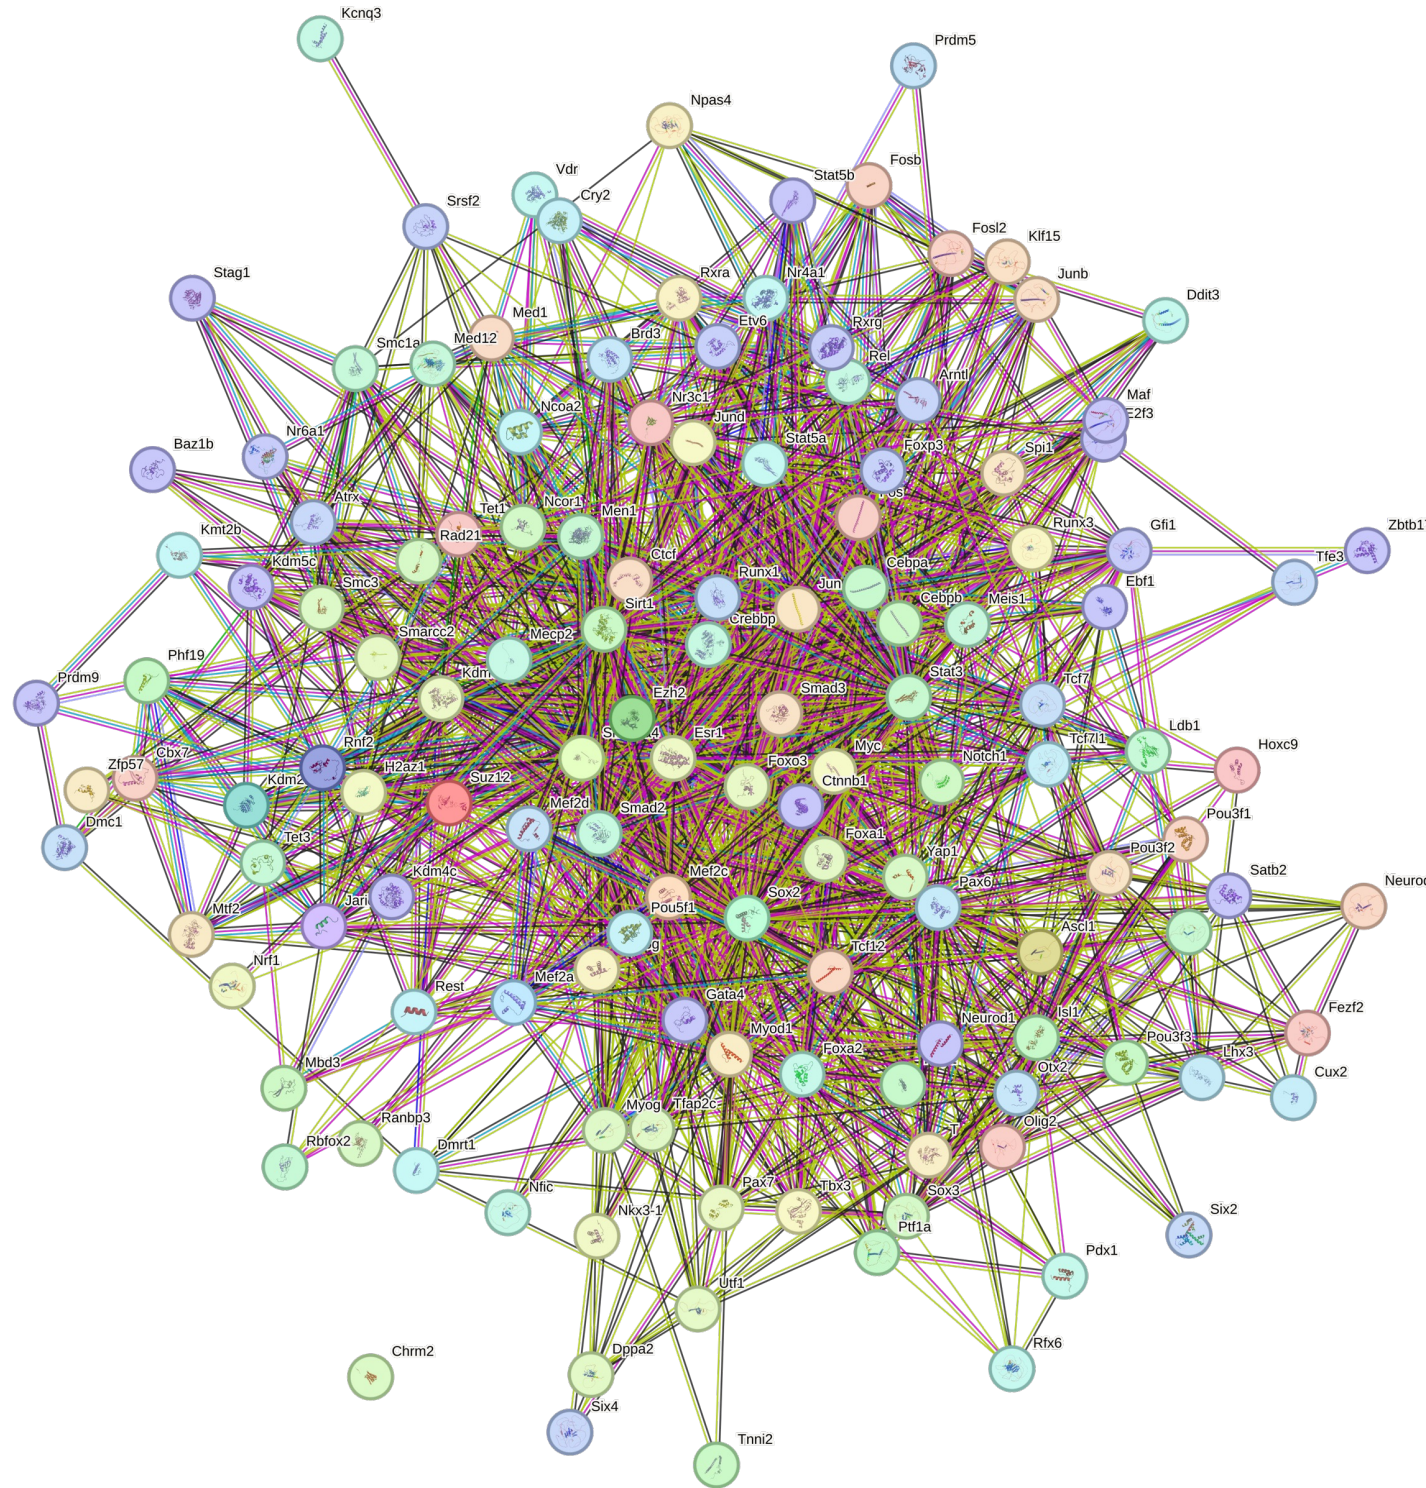

Fig. S2. Protein–protein interaction network generated from the complete set of 140 putative candidate transcription factors and chromatin regulators identified in the analysis. The network was generated using STRING v12.0 (<https://string-db.org/>).

How the deposited data were processed for this re-analysis (not part of the article)

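RNA-seq of *Srr2* del/del subependymal cultures was analysed in 6 samples, 3 at 2 DIV (PROLIF) and 3 at 2 + 1 DIV (DIFF), grouped by the paper's stages and the sample labels. The authors aligned the reads with STAR, estimated expression with RSEM and deposited expected counts per gene, which are not normalized. Between 12.35% and 13.41% of the 48795 gene values of a library, zeros included, were not whole numbers, and all were rounded before testing. The paper's text names no genome build or gene annotation for the RNA-seq, and genes were named from their Ensembl identifiers with GENCODE release M21 (GRCm38), which matched 48349 of 48795 identifiers.

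Library sizes were scaled by TMM and genes were filtered with filterByExpr in edgeR 4.0.16 (R 4.3.3). The quasi-likelihood test (glmQLFit with robust estimation) compared DIFF with PROLIF over 15332 genes, and p-values were adjusted by the Benjamini-Hochberg method. Gene sets were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, adjusted over 9 sets. Of the sets, 4 are the paper's own calls, 1 is the network set of Additional file 3: Fig. S1, and the other 4 are lists of cell cycle, p53 target and sterol synthesis genes. The replicate numbers 1, 2 and 4, which the labels give at both stages, define the pairing. Their correlation was checked, and the result with the replicate number as a block is given beside the result without it for the tests at the paper's claims and for the gene sets. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 made the remaining tables.

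Total expected counts ranged from 15504222 to 25316092 per library. Replicates were compared for duplicated libraries, and the chi-square per degree of freedom between cultures of a stage was between 17.9 and 62.0 over 13215 genes, so each was counted as 1 sample. Reads were counted without regard to strand, so genes that overlap on either strand are uncertain.

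The test was checked on simulated counts for 15332 genes, of which 200 were changed by a log2 fold change of 1. A set of 100 genes was also shifted by 0.3. The test recovered 70.0% of the 200 changed genes, all with the right direction, and 5.33% of its calls were false. In the data 9545 genes were called, so the simulation does not show how scaling and false calls behave when most genes change. Of the 137 changed genes with a mean of at least 10 CPM, 94.2% were recovered. A recovery of more than 70% had been asked of this check at first; it was lowered to at least 60% when the result came out at exactly 70%, with the simulation and the test left as they were. DESeq2 1.42.0 recovered 72.0% with 10.4% false calls. The chromosome medians were checked on simulated counts of 13159 genes, where a shift of 0.3 was recovered as 0.294. Those counts carried counting error only, without variation between cultures. The check therefore does not show how far medians of real cultures spread without a shift.

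Alternatives set before the data were examined were DESeq2's size factors, DESeq2 itself with default settings (the paper's tool), no filter, at least 10 counts in every sample, the replicate block, each of the 6 samples left out, a log2 fold change of at least 1, and camera with estimated correlation. DESeq2 itself and the setting without a filter were not run for the gene sets. A correction for GC content and length and a fit without chromosome 1 were added after the data were seen. Named genes are those the paper names in its RNA-seq results, with *Cdkn1b*, *Olig2*, *Mki67* and *Gfap*, and the 5 that rose and the 5 that fell most among genes with an adjusted p-value under 0.05, a mean of at least 10 CPM, a gene symbol and no overlap between the stages. Results for some of the genes under this rule are not reported here.

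Wild-type RNA-seq and all ATAC-seq samples were not used here, so the paper's genotype fold changes are quoted as the paper's. Only 1998 genes of Table S1 and 1997 of Table S3 were used, which include every up and down call.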

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

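The test of chromosome 1 fold changes against an extra copy, the test of the wild-type origin and the test of chromosome 12 were chosen after the result was seen.

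Most genes that the paper calls up in *Srr2* del/del cultures lie on chromosome 1, a signal in gene positions that the paper does not report. The share was 69.0% of 71 up calls at 2 DIV and 67.2% of 626 at 2 + 1 DIV, a 10.2-fold and a 10.0-fold excess over the 6.75% of tested genes that lie there. Among all genes of the paper's tables that were used, 98.1% of the chromosome 1 genes at 2 DIV and 98.4% at 2 + 1 DIV had a positive fold change, against 44.8% and 36.0% of the others. GC content, exon length and expression did not account for it, since matched genes on other chromosomes were called up at 2 + 1 DIV in 1.44% of cases against 40.9% on chromosome 1. Nor was one region responsible at 2 + 1 DIV, because the lowest share of genes called up in a 20 Mb bin was 35.1%. The fewer up calls at 2 DIV were less even, from 0 of 35 genes in one bin to 10 of 86 in another. The chromosome 1 medians of the 3 mutant cultures differed by at most 0.131 on the log2 scale within a stage. Replicate 1 was lowest and replicate 2 highest at both stages. At DIFF only chromosome 12 spread more (0.224), so the cultures did differ somewhat on chromosome 1 at that stage. At PROLIF chromosome 1 spread by 0.096, less than chromosomes 12 (0.379), 19 (0.143), 13 (0.13) and X (0.125). A candidate explanation is an extra copy of chromosome 1 in the mutant cultures, or a difference in the wild-type ones. Chromosome 1 genes with a base mean of at least 1000 had a median log2 fold change of 0.427 in the paper's Table S3, while at 2 DIV it was 0.335, both under the 0.585 of 3 copies over 2. Only 54.2% and 45.5% of the tested chromosome 1 genes are among the genes used, chosen by their p-values. As nearly all of them had positive fold changes, that choice would raise the medians. It therefore does not account for medians under 0.585. The paper's text does not say whether its fold changes were shrunken toward 0, which would lower the medians. No spread over genes is given here, and a copy in only part of the cells was not tested, so the values cannot decide. The wild-type libraries come from a separate data set, and genotype, culture and library batch cannot be told apart without them. No other chromosome had more than a 1.33-fold excess of up calls. Whether the change in these genes follows from *Srr2* deletion was not tested, and no karyotype was analysed here.

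Replicate 2 had higher levels of chromosome 12 genes at both stages, again in positions that the paper does not report on. The median deviation from the stage mean over 450 genes was 0.246 at PROLIF and 0.144 at DIFF on the log2 scale, while replicates 1 and 4 lay between -0.133 and -0.065. A median weighs each of the 450 genes equally, so values of 0.246 and 0.144 argue against a few genes with many counts as the source. No separate test of single genes' contributions was run. A candidate explanation is a gain of chromosome 12 in part of the cells of that culture, which was not tested against another measure. No biological explanation tied to the design was tested.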

How the results depend on the processing

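The correction for GC content and length and the fit without chromosome 1 genes were chosen after the result was seen. The number of genes that differed between the stages lay between 8371 and 9749 under DESeq2's size factors, DESeq2, no filter, at least 10 counts in every sample and the replicate block (9705 genes), and from 8165 to 9435 across the 6 fits that each left out one sample. A log2 fold change of at least 1 gave 4838 genes, 2650 higher and 2188 lower, since it drops genes with smaller changes. Corrected for GC content and length, the count was 9713, and without chromosome 1 genes it was 8961. *Sox2* and *Cdkn1b* kept their direction and their adjusted p-value under 0.05 in the 11 alternatives run for them.

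With the correlation between genes estimated from the data, the camera tests of S genes (median -3.23), G2/M genes (-2.85), p53 target genes (-0.56) and sterol synthesis genes (-2.15) no longer passed, with adjusted p-values of 0.38, 0.42, 0.51 and 0.14. Over the alternatives run for gene sets, these adjusted p-values ranged from 5.3e-21 to 0.38, 1.7e-20 to 0.42, 8.5e-04 to 0.51 and 6.5e-13 to 0.14. The medians themselves cannot move under that setting. Of the 44 genes down at 2 DIV, the 38 with at least 10 counts in every sample passed (median 0.47, adjusted p = 0.019, range over the alternatives 0.019 to 0.51); that filter removes genes partly by their change, so this shows no stronger effect of the whole set. Across the 6 fits that each left out one sample, the median of the 626 genes went from 0.028 to 0.16 and that of the 406 genes from -0.099 to 0.19; the first passed and the second changed sign without DIFF replicate 1. The cause was not tested.

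Limiting the comparison with the paper's tables to genes with a base mean of at least 100 gave an SD of 0.142 for PROLIF and 0.125 for DIFF libraries against the table of their own stage, and of 1.48 and 1.24 against the other stage's table.

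Among 43 other named genes, 10 changed under at least one alternative, in 19 cases weaker, 4 stronger and 9 reversed. *Mdm2* (0.039) reversed to -0.039 without a filter, to -0.16 with the replicate block, and reached from -0.78 to 0.35 with one sample left out. *Ano3* (0.012) reversed to -0.047 without a filter, to -0.015 with DESeq2, and reached from -0.092 to 0.087 with one sample left out. Without a filter the log2 fold changes of all tested genes shifted by a median of -0.060, and with DESeq2 by -0.028, so the reversals of *Mdm2* and *Ano3* under those settings lie near this common shift of genes close to 0. *Syt1* went from -2.32 to 0.90 with one sample left out. Of 72 levels of the paper's named genes, 4 moved by more than 1 SD on plain library sizes and 0 with DESeq2's size factors.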

Other observations

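The test of *Sox2* under other scalings, the test of library size and the correction for GC content and length were chosen after the data were seen.

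The comparison of 2 + 1 DIV with 2 DIV within the mutant, which the paper does not report, gave 9545 genes. Of the 10 splits of the 6 samples, 4 part all same-numbered pairs, and 1 of those 4, the real one, gave as many. The other 3 that part all pairs mix the stages and gave 0 genes at an adjusted p-value under 0.05, with 36 to 48 at an unadjusted p under 0.05. The 6 splits that part only 1 pair also gave 0, with 70 to 155 at an unadjusted p under 0.05. With 4 splits the count can never fall under 1, so these counts of splits, here and for the gene sets below, cannot decide on chance either way. Totals of the stages overlapped (ratio of medians 0.944), and 94.5% of the calls kept their direction and significance after a correction for GC content and length.

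The largest rises were *Miat* (8.50 on the log2 scale), *Pcp4* (7.70), *Gfap* (7.32), *Ahnak* (7.01) and *Tmem132b* (6.83). The largest falls were *Adamts14* (at least 138-fold lower, its DIFF libraries all lying under 3 counts), *Spp1* (-8.21), *Tle6* (-7.20), *Cd93* (-6.73) and *Tagln2* (-6.42, on chromosome 1). *Gfap* rose from 1.54 ± 1.16 CPM (SD, n = 3) to 235 ± 77.3 CPM (SD, n = 3), and the paper's Table S3 calls it up against wild type (log2 fold change 1.19).

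*Mki67* fell from 1098 ± 315 CPM (SD, n = 3) to 139.9 ± 28.2 CPM (SD, n = 3), and the paper's Table S3 lists it as higher than in wild type at that stage (0.48, adjusted p = 0.042). In the sets that follow, a gene counts as lower or higher only at an adjusted p-value under 0.05 in edgeR. S genes (43 of 43 lower, median -3.23, camera adjusted p = 1.5e-19) and G2/M genes (52 of 53 lower, median -2.85, 4.2e-18) fell. Both fell in 3 of 3 same-numbered pairs. Sterol synthesis genes fell too (23 of 23 lower, median -2.15, 1.8e-12), as did p53 target genes (18 of 28 lower and 4 higher, median -0.56, 0.0039). These too fell in 3 of 3 pairs. With the replicate number as a block the medians of the S, G2/M, sterol and p53 sets were -3.17, -2.84, -2.16 and -0.57, with camera adjusted p-values of 3.5e-18, 2.4e-16, 5.2e-11 and 0.0023. The 71 genes up at 2 DIV had a median of -0.17 (camera adjusted p = 0.12) and the 44 down 0.34 (adjusted p = 0.16), and -0.19 and 0.34 with the replicate block (camera adjusted p = 0.11 and 0.19). For the S, G2/M, sterol and p53 sets and for the paper's 71, 44 and 626 genes, 1 of the 4 splits gave a median as far from 0, and for the 406 genes and the 115-gene set 2 of the 4 did. The paper's lists were called with these libraries, so their tests show no independent stability. *Olig2* fell from 704 ± 38.0 CPM (SD, n = 3) to 254 ± 7.17 CPM (SD, n = 3).

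*Sox2* mRNA was higher at 2 + 1 DIV than at 2 DIV in all 3 mutant cultures. On plain library sizes the log2 ratio of the means was 1.10, so scaling did not set the direction. *Sox2ot*, which spans *Sox2* on the same strand, had 0.599 times its mean CPM and a log2 fold change of 1.18. The 2 genes share no exon, and these counts do not measure unspliced *Sox2ot* reads over *Sox2*, so a contribution of such reads was not tested and cannot be told.

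Chromosome 1 genes rose by a median of 0.14 on the log2 scale from 2 DIV to 2 + 1 DIV in the mutant, against 0.0047 for the 14220 other genes. The paper's text names *Sox2* and *Klf4* among genes lower at 2 DIV, whereas the paper's Table S1 lists them with adjusted p-values of 0.10 and 0.17 and no call.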
